# PARP inhibitor shuts down the global translation of thyroid cancer through promoting Pol II binding to DIMT1 pause

**DOI:** 10.7150/ijbs.81895

**Published:** 2023-07-31

**Authors:** Xiukun Hou, Mengran Tian, Junya Ning, Zhongyu Wang, Fengli Guo, Wei Zhang, Linfei Hu, Songfeng Wei, Chuanxiang Hu, Xinwei Yun, Jingzhu Zhao, Qiman Dong, Xianhui Ruan, Dapeng Li, Ming Gao, Xiangqian Zheng

**Keywords:** PARP inhibitor, BRCAness genes, Pol II pausing, NF-κB signaling pathway, combination treatment

## Abstract

Thyroid cancer has become the most frequent endocrine-related malignancy. Currently, a mounting body of evidences support the clinical strategies for extending the benefit of PARP inhibitors beyond BRCA-mutant cancers. However, the functions and molecular mechanisms of PARP inhibitors in thyroid cancers (TCs) are not fully understood. Here, on the one hand, we revealed that niraparib promotes the accumulation of DNA damage in TCs. On the other hand, we indicated that niraparib inhibits the transcription of DIMT1 through promoting Pol II pausing in a PAR-dependent manner, subsequently leading to a global translation inhibition in TCs. Meanwhile, we found that niraparib activates the NF-κB signaling pathway by inhibiting the PARylation of p65, which decreases its ubiquitination and degradation level through E3 ubiquitin ligase RNF146. Moreover, bortezomib (a small molecule inhibitor of the NF-κB signaling pathway) could significantly enhance the anti-tumor effect of niraparib on TCs in vitro and in vivo. Our findings provide mechanistic supports for the efficacy of PARP inhibitors in cancer cells lacking BRCA-mutant.

## Introduction

The incidence of thyroid cancer has dramatically increased during the past decades. Up to now, TC has become the most frequent endocrine-related malignancy 1. Based on the histopathological features, TC has been clarified into different subtypes, including papillary thyroid carcinoma (PTC) and anaplastic thyroid carcinoma (ATC). Although the majority of PTCs display a good prognosis, still approximately 15% of them occurred recurrence and with a poor prognosis 2. Meanwhile, ATCs are highly aggressive and always resistant to conventional treatment including radioactive iodine and chemotherapy. Over 90% of ATCs lost the opportunity of surgery at the time of diagnosis and dead in less than one more year 3. Therefore, searching for a new treatment strategy for TCs is of great significance.

Poly(ADP-ribose) polymerase synthesis poly (ADP-ribose) (PAR) chains on target proteins as a post-translational modification is involved in multiple biological processes including DNA damage response, chromatin structure reorganization, and transcription regulation 4. Synthetic lethal interaction between PARP inhibition and BRCA gene mutation has been described in 2005 5, 6. By now, there have already several PARP inhibitors been approved for the treatment of BRCA1/2 mutated breast, ovarian, pancreatic, and prostate cancers 7-10. During the past decades, the understanding of the biological functions of BRCA gene has made considerable progress. BRCAness genes, including PIK3CA, TP53, CDKN2A, PTEN, etc which can lead to homologous recombination repair deficiency (HRD) have been proposed 11. Research revealed the mutational landscape of TCs and found that a reasonable quantity of BRCAness genes mutated in TCs 12. This prompted us to investigate whether PARP inhibitors could be the therapeutic approach for TCs.

Ribosome biogenesis includes a series of organized steps that participate in protein synthesis 13. Among these steps, RNA polymerase II (Pol II) mediates some ribosomal gene transcription to produce the large pre-60S and the small pre-40S pre-ribosomal subunits 14. The progression of cancer cells is associated with an increase in ribosome biogenesis and therefore represents an attractive therapy target 15. Studies revealed that BRCA1/2-intact breast cancer cells treated with PARP inhibitors reduce ribosome biogenesis and cell growth 16. But the molecular mechanism between PARP inhibitors and protein synthesis is still unclear.

The NF-κB signaling pathway is involved in tumor development and progression and plays key roles in tumor survival, growth, and relapse 17, 18. The activation of the NF-κB pathway has been reported in response to a variety of anti-cancer therapeutic agents and its inhibition has been observed to re-sensitize drug-resistant cells to anti-cancer agents 19, 20. Researches showed that PARP inhibitors activate the NF-κB signaling pathway and its inhibitor enhanced the anti-cancer efficiency of PARP inhibitors in ovarian cancer 21, 22. However, the molecular mechanisms of how PARP inhibitors activate the NF-κB signaling pathway have not yet been investigated.

In this research, apart from the classical function of niraparib that promotes the accumulation of DNA damage in TCs, we also demonstrated, on the one hand, that niraparib inhibits the transcription of DIMT1 through promoting Pol II pausing in a PAR-dependent manner, subsequently leading to a global translation inhibition in TCs. On the other hand, we found that niraparib activates the NF-κB signaling pathway by inhibiting the PARylation of p65, which decreases its ubiquitination and degradation level through E3 ubiquitin ligase RNF146. Moreover, bortezomib (a small molecule inhibitor of the NF-κB signaling pathway) could significantly enhance the anti-tumor effect of niraparib on TCs *in vitro* and *in vivo*. Our findings provide mechanistic supports for the efficacy of PARP inhibitors in cancer cells lacking BRCA-mutant.

## Methods

### Cell culture, transfection, and lentiviral infection

Four thyroid cancer cell lines (Cal-62, 8305C, B-CPAP, TPC-1,) and one HEK293T cell line were included in this research. All the cell lines were cultured in RPMI-1640 medium or DMEM (Gibco, USA) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin and streptomycin and maintained in a humidified atmosphere with 5% CO2 at 37°C. Small interfering RNA (siRNA) targeting PARP1 and RNF146 were transfected with Lipofectamine 2000 (Invitrogen) according to the manufacturer's protocol. The sequences of siRNAs are listed in Supplementary Table 1.

Lentiviral particles were produced in HEK293T cells by transient co-transfection of transfer vector constructs (pLKO.1-Puro vectors), VSVg, and Delta 8.9. Transfection of HEK293T cells was performed using Lipofectamine 2000 (Invitrogen) according to the manufacturer's protocol.

### Reagents, drugs, and antibodies

The following primary antibodies were used in the research: anti-Ki67, anti-phospho-γH2A, anti-DIMT1, anti-GAPDH, anti-NELF-E, anti-PARP1, anti-p65, anti-phospho-p65, anti-ubiquitin, anti-p21, (Cell Signaling Technology, USA). Anti-puromycin, anti-poly-ADP-ribose, (Merck Millipore, USA). Anti-RNA polymerase II, anti-RNA polymerase II (phospho-S5), anti-RNA polymerase II (phospho-S2), anti-RNF146, (Abcam, USA). Anti-PARP1 (Active Motif, USA). Niraparib, PJ34, olaparib, and rucaparib were purchased from Selleck Chemicals (Houston, USA). Talazoparib was purchased from TargetMol (Boston, USA). 5,6-Dichlorobenzimidazole 1-β-D-ribofuranosylbenzimidazole (DRB) was purchased from APExBIO (Houston, USA).

### Immunohistochemistry (IHC)

The tissue samples of the tumors were subjected to immunohistochemical staining according to a standard protocol 23. The signal was visualized with the DAB Substrate Kit (MaiXin Bio, China). For Ki-67 staining, positively stained cells were counted in five files and the total number of positive cells was calculated.

### Cell viability and colony formation assay

A total of 1000-1500 cells were seeded per well of 96-well plates. Next, cell viability was assessed with Cell Counting Kit-8 (CCK-8) according to the protocol. For colony formation assays, 500-1000 cells per well were seeded in six-well plates and cultured for 1-2 weeks. Then, colonies were fixed with 100% methanol for 20 min and stained with 0.5% crystal violet for 15 min. The cells were treated with niraparib (5 uM) and/or bortezomib (5 nM).

### RNAseq processing

Total RNA was extracted from the Cal-62 cells treated with DMSO or niraparib. RNA-Seq reads were trimmed using Trim Galore (v0.5.0). The trimmed data were aligned to the human hg19 genome using STAR (v2.7.0 f), and the aligned bam files were sorted by name using the parameter-n. Sequencing data were deposited in the Gene Expression Omnibus (GSE217620).

### Gene Ontology (GO) analysis, KEGG pathway analysis, and Gene Set Enrichment Analysis (GSEA)

The Database for Annotation, Visualization, and Integrated Discovery (DAVID) web tool was used to perform GO analysis and KEGG pathway analysis. Significant enrichment was defined as p < 0.05. GSEA was performed with the GSEA stand-alone desktop program. Significantly enriched molecular function terms were defined by p < 0.05.

### Comet assay

The comet assay was performed according to the OxiSelect™ Comet Assay Kit (Cell Biolabs, San Diego) protocol. Cell samples with Comet Agarose (step 2) at 1:10 ratio (v/v) were transferred onto the OxiSelect™ Comet Slide. The slides were kept at 4ºC in the dark for 15-30 minutes. Then the slides were immersed in pre-chilled Lysis Buffer and pre-chilled Alkaline Solution for 30-60 minutes. The slides were equilibrated in an electrophoresis buffer and incubate with Vista Green DNA Dye for 15 minutes. Images were generated using Zeiss confocal microscope.

### TMT labeling and LC-MS/MS analysis

Proteins from cells were extracted with an appropriate amount of protein lysate (8 M urea, 1% SDS), which contains protease inhibitors to inhibit protease activity. The TMT reagent (Thermo Fisher, A44522) was added to 50 μg polypeptide and incubated for 2 h at room temperature.

Labeled peptides were analyzed by online nanoflow liquid chromatography-tandem mass spectrometry (LC/MS). The experiments were performed on a 9RKFSG2_NCS-3500R system (Thermo, USA) connected to Q_Exactive HF-X (Thermo, USA).

### Chromatin immunoprecipitation (ChIP)-Seq and data analysis

ChIP-seq of Cal-62 cells was prepared with SimpleChIP® Plus Enzymatic Chromatin IP Kit (Magnetic Beads) (Cell Signaling) according to the manufacturer's instructions. Immunoprecipitation was performed with a PARP1 antibody (Active Motif).

ChIP-Seq peaks were generated by the peak-finding algorithm model-based analysis for ChIP-Seq v1.4.2. IGV tools v2.4.5 was used to visualize the ChIP-Seq tracks. The total PARP1 ChIP-seq signal is expressed in units of RPM per bin. Homer was used to merge and stitch the peaks within 12.5 kb. Sequencing data were deposited in the Gene Expression Omnibus (GSE219292).

### ChIP-qPCR

ChIP was performed with the Simple Chip Enzymatic Chromatin IP Kit (Cell Signaling) according to the manufacturer's instructions. The primers for qPCR are listed in Supplementary Table 2.

### Immunofluorescence staining

Cells were seeded on 22 × 22 mm glass coverslips. Cultured cells were fixed using 4% paraformaldehyde. Samples were blocked with 5% normal goat serum with 0.2% Triton X-100 (Sigma-Aldrich) in PBS for 30 min at room temperature and were then incubated with primary antibodies overnight at 37°C, followed by the appropriate secondary fluorescently labeled antibodies (Invitrogen, 1:1000) for 1 hour at 37°C. Nuclei were counterstained with DAPI. Images were acquired using Zeiss confocal microscopy.

### Cell cycle analysis

In brief, thyroid cancer cells treated with DMSO or niraparib were fixed with 90% chilled ethanol overnight. Fixed cells were then washed and resuspended in phosphate-buffered saline (PBS) containing 1% normal goat serum (NGS) and then incubated with PBS containing 10 μg/ml of RNase A and 120 μg/ml of PI for 30 min in the dark at 37°C. Finally, Stained cells were measured with a FACSCalibur flow cytometer (BD Biosciences). The cells were treated with niraparib (5 uM) and/or bortezomib (5 nM) for 48 h.

### WB-SUnSET assay

Thyroid cancer cells treated with DMSO or niraparib were cultured with 10 µM puromycin for 10 min before harvest. Cells were washed twice with ice-cold PBS and the same number of cells were then lysed in 200 μL of cell lysis buffer. Then the samples were mixed with an equal volume of 2X SDS PAGE loading buffer and were submitted to western blot. Puromycin-labeled polypeptides were then quantified by incubating membranes with anti-puromycin.

### Total RNA extraction and quantitative real-time PCR

Total RNA was isolated by TRIzol reagent (Invitrogen, Carlsbad, USA), and cDNA was reverse transcribed with HiScript III RT SuperMix for qPCR kit (+gDNA wiper) (Vazyme, Nanjing, China). Quantitative real-time PCR was performed with the SYBR Premix Ex Taq II kit (Vazyme, Nanjing, China) and specific primers. The sequences of the primers are shown in Supplementary Table 3.

### Western blotting

Proteins from cells were extracted with radioimmunoprecipitation assay buffer (Solarbio, Beijing, China) according to the protocol. The concentration of protein samples was quantified by the BCA assay. Samples were run on 8-12% sodium dodecyl sulfate-polyacrylamide gel electrophoresis gels and transferred to polyvinylidene difluoride membranes. Then, the cells were incubated with primary antibodies and peroxidase-conjugated anti-mouse or anti-rabbit IgG antibodies. Finally, the cells were visualized with Sparkjade ECL super (Sparkjade, Shandong, China).

### Co-immunoprecipitation

For co-immunoprecipitation experiments, Cal-62 cells were collected and immunoprecipitated with 4 μg primary antibodies overnight at 4°C. Then the lysates were incubated with 50 μl protein G Dynabeads for 2h. The precipitants were washed extensively with wash buffer, boiled with SDS loading buffer, and subjected to SDS-PAGE and immunoblotting.

### Animal studies

All of the animal studies were approved by the Ethics Committee of the Tianjin Medical University Cancer Institute and Hospital and were carried out following the National Institutes of Health Guide for the Care and Use of Laboratory Animals. A total of 2 × 10^6^ Cal-62 cells were injected into 5-week-old female BALB/c nude mice. The mice were administered PARP inhibitors and/or bortezomib as described 24, 25.

Tumors were measured every two days. The tumor volume was calculated using the formula V = 0.5 × larger diameter × (smaller diameter)^2^. Then the mice were sacrificed, and the tumors were collected and analyzed by hematoxylin and eosin (H&E) staining. All of the mice were purchased from SPF Biotechnology (Beijing, China).

### Statistical analysis

All data were analyzed with GraphPad Prism Ver. 9.0 (CA, USA). The data are presented as the mean ± SD of at least three independent experiments. Two-way ANOVA was used to compare multiple groups. All data were analyzed with Student's t-test (***p < 0.001, **p < 0.01, *p < 0.05).

## Results

### PARP inhibitors block the growth of thyroid cancer cells *in vitro* and *in vivo*

The different PARP inhibitors currently available in the clinic effectively inhibit the enzyme activity of PARP but vary in their ability to trap PARP on DNA (Fig. 1A). Cell viability assay indicated that niraparib is the most potent PARP inhibitor in thyroid cancer according to the IC50 values (Fig. 1B). And also, the colony formation assay revealed that niraparib, rucaparib, and olaparib significantly inhibit the proliferation of thyroid cancer and niraparib is the most effective (Fig. 1C and D). Furtherly, the xenograft tumor model in mice was conducted to verify the effect of PARP inhibitors on thyroid cancer. Compared with those of the DMSO treated group, the volumes and weights of niraparib, rucaparib, and olaparib treated tumors were significantly decreased (Fig. 1E-G). In addition, xenografts isolated from niraparib, rucaparib, and olaparib treated mice showed significantly fewer proliferating cells, as measured by Ki-67 with IHC staining (Fig. 1H-I). Based on niraparib is the most effective both* in vitro* and *in vivo*, therefore, in this research, we focused specially on niraparib to detect the effect and mechanism of PARPi in thyroid cancer.

### Niraparib promotes the accumulation of DNA damage in thyroid cancer cells *in vitro* and *in vivo*

The effective concentration of niraparib is 5 uM Supplementary Fig. 1A and B). To elucidate the function and mechanism of niraparib in thyroid cancer, we performed transcriptome analysis through high-throughput RNA-Seq in Cal-62 cells treated with niraparib. 

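RNA was measured in Cal-62 cells, a line derived from an anaplastic thyroid carcinoma, in 2 libraries of cells treated with DMSO, the vehicle, and 2 libraries of cells treated with niraparib, an inhibitor of the DNA repair enzymes PARP1 and PARP2. The paper's text does not give the concentration or the time of treatment for the RNA-Seq. The libraries were made with an mRNA-seq kit. The deposited values for 16717 genes are TPM, which the authors computed within each library and which depend on the length of the gene. TPM keeps no read counts, so the depth behind each value is unknown and no counting interval can be given. According to the methods, the reads were trimmed with Trim Galore and aligned to human hg19 with STAR, whereas the submitters' processing notes name Trim Galore, HISAT2, hg38 and mm10. Neither names the tool or the annotation behind the TPM. From the deposited values, 13377 genes with a TPM of at least 1 in at least 2 libraries were compared between niraparib and DMSO as log2(TPM + 1) with limma, and p was adjusted by Benjamini-Hochberg over all of them with a threshold of 0.05. The gene lists, the threshold and the rule for the genes to be named were chosen before the data were examined. Tests on counts had also been planned, and limma on log2(TPM + 1) replaced them once the table was seen to hold TPM. The limma p of each gene measures only the spread between these 4 libraries, since no source states that the replicates came from separate cultures. For gene lists, Fisher's exact test and camera with a preset correlation compare genes with other genes. These genes are not independent replicates, so such p-values do not measure that spread. Log2 fold changes went up with the GC content of the gene's longest annotated transcript (Spearman's rho of 0.51 across 12518 genes, which are not independent replicates). The median log2 fold change was -0.27 in the tenth of genes with the lowest GC content and 0.36 in the tenth with the highest. The slope was 0.24 per 10 percentage points of GC content, against 0.063 for niraparib replicate 1 minus 2 and -0.023 for DMSO replicate 1 minus 2. An adjustment chosen after this trend was seen removed it from each library (GC-adjusted values), and another form also removed each library's median deviation (GC-adjusted and centred values).

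**Figure D1:**
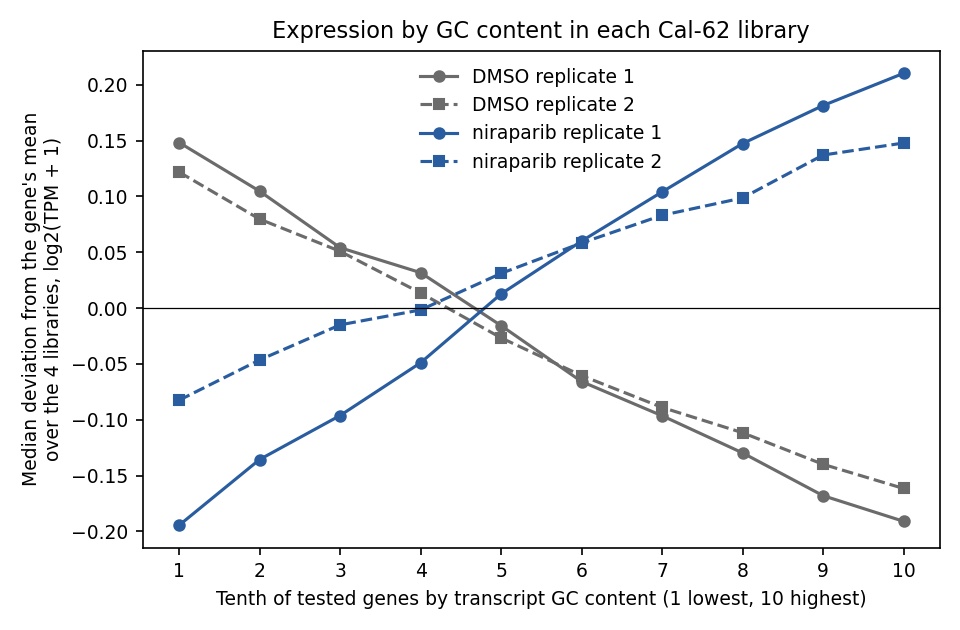
Median deviation of each library from the gene's mean over the 4 libraries, in log2(TPM + 1), against the GC content of the transcript in 10 groups of genes of equal size. Lines are single libraries, and in the group with the highest GC content the DMSO libraries lie at -0.19 and -0.16 and the niraparib libraries at 0.21 and 0.15.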

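TXNIP, which encodes an inhibitor of thioredoxin, lies on chromosome 1 of GRCh37 from 145438490 to 145442635, on the plus strand. It rose from 3.67 ± 0.12 TPM with DMSO to 39.1 ± 2.56 TPM with niraparib (SD, n = 2 each), a log2 fold change of 3.10 (standard error 0.10, limma adjusted p = 8.41e-04). PLAT, the tissue plasminogen activator, rose from 22.3 ± 0.523 to 116 ± 0.53 TPM (SD, n = 2 each), a log2 fold change of 2.33. DDIT3, a transcription factor of the stress response, rose by 2.29 on the log2 scale (standard error 0.18, limma adjusted p = 0.00259). The interferon-induced gene IFI27 rose by 2.86 (standard error 0.48, limma adjusted p = 0.0157), a call lost without niraparib replicate 1 (2.69, adjusted p = 0.0696). APOE, a lipid carrier, rose by 2.27 and C3, a complement component, by 2.10. HSP90AA1, a chaperone, lies on chromosome 14 of GRCh37 from 102547079 to 102606036, on the minus strand. It fell from 804 ± 2.93 to 340.5 ± 50.0 TPM (SD, n = 2 each), a log2 fold change of -1.24 (standard error 0.097, limma adjusted p = 0.00267). MRPL1, a protein of the mitochondrial ribosome, had a log2 fold change of -1.24 and ERGIC2, a protein of early secretory traffic, of -1.17, and both fell. ARMC8 had a log2 fold change of -1.19 (limma adjusted p = 0.0476), with 22.4 and 45.7 TPM in the DMSO libraries. Its value was -0.70 without DMSO replicate 2, and its call was lost without niraparib replicate 1 (limma adjusted p = 0.156), without niraparib replicate 2 (adjusted p = 0.147) and in both GC-adjusted forms (adjusted p = 0.0905, and 0.0735 when centred). AC009244.1 and AC091180.5, which have no match in the annotation used, had log2 fold changes of -1.64 and -1.25. The limma call of AC009244.1 was lost without niraparib replicate 1 (adjusted p = 0.0589) and without niraparib replicate 2 (adjusted p = 0.0504). Across all genes tested, 2780 rose and 1559 fell in the limma test, so that 64.1% of the calls were higher. Scaling by the median of ratios gave 1994 higher and 2237 lower genes, with 47.1% of the calls higher. The median log2 fold change of all genes tested was 0.072, and -0.019 with this scaling. The numbers of higher and lower genes were 1397 and 627 without DMSO replicate 1, 1521 and 722 without DMSO replicate 2, 1197 and 671 without niraparib replicate 1, and 1616 and 1159 without niraparib replicate 2. From GC-adjusted values they were 1927 and 1201, and 1307 and 2021 when these were also centred.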

Transcriptome analysis revealed that 1446 genes were upregulated, while 1056 genes were downregulated (Fig. 2A). 

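XRCC5, which encodes a Ku protein that binds broken DNA ends, fell from 161 ± 3.89 to 124 ± 6.14 TPM (SD, n = 2 each), a log2 fold change of -0.38 (standard error 0.055, limma adjusted p = 0.00852). XRCC6, the other Ku protein, had a log2 fold change of -0.30 and fell, a call lost in limma without the trend and robust priors (adjusted p = 0.0626). MCM8, a helicase of homologous recombination, had a log2 fold change of -0.70 (standard error 0.12, limma adjusted p = 0.0116), and its call was lost without DMSO replicate 2 (adjusted p = 0.0553) and without niraparib replicate 1 (adjusted p = 0.0515). MAD2L2, a protein that limits the resection of DNA ends, rose by 0.38 on the log2 scale, but its GC-adjusted value of 0.16 did not pass limma's test (adjusted p = 0.144, and 0.53 when also centred). RFC4, a subunit of the clamp loader of replication, had a log2 fold change of -0.52 and fell. Of 76 genes of double-strand break repair, 18 fell, 6 rose and 52 did not pass the test (18 lower and 6 higher when adjusted over the list alone). Their median log2 fold change was -0.098 (camera from limma, two-sided, adjusted p = 0.00689, and adjusted p = 0.332 with an estimated correlation), or -0.17 without niraparib replicate 2. With an estimated correlation, camera has only 2 residual degrees of freedom in these 4 libraries. Lists can hardly pass there, so not passing does not argue against a change. The fry test uses the spread between libraries and does not compare a list with other genes, and 27 of 41 lists passed it. Double-strand break repair (adjusted p = 0.0765), homologous recombination (0.0715) and non-homologous end joining (0.0879) did not pass fry, while mismatch repair did (0.0427). Without the members drawn in Fig. 2D the median of double-strand break repair was -0.035 and did not pass limma's camera with the preset correlation (adjusted p = 0.0768). The paper draws those members as lower in these samples. Their removal therefore pulls the list towards no change and does not argue against one. Homologous recombination had 9 lower and 4 higher of 50 genes (9 lower and 4 higher when adjusted over the list alone). The median of these genes was -0.084 (camera adjusted p = 0.017, and adjusted p = 0.305 with an estimated correlation), or -0.14 without DMSO replicate 2 and -0.17 without niraparib replicate 2. Non-homologous end joining had 9 lower and 2 higher of 26 genes (9 lower and 2 higher when adjusted over the list alone), with a median of -0.13 that did not pass the test (limma's camera, adjusted p = 0.0768), nor did it with median-of-ratios scaling (-0.22, adjusted p = 0.0732), from GC-adjusted values (-0.068, adjusted p = 0.0506) or when these were centred (-0.17, adjusted p = 0.0734). Mismatch repair had 5 lower and none higher of 15 genes (5 lower and 2 higher when adjusted over the list alone). The median of these genes was -0.11 (camera adjusted p = 0.0251, and adjusted p = 0.321 with an estimated correlation), or -0.18 without DMSO replicate 2, and the call was lost without DMSO replicate 1 (adjusted p = 0.0641) and without niraparib replicate 2 (adjusted p = 0.0832). The double-strand break repair genes were over-represented among the lower genes (odds ratio 2.37, one-sided Fisher's exact test, adjusted p = 0.00606), as were those of non-homologous end joining (4.03, adjusted p = 0.0052), whereas homologous recombination (1.67, adjusted p = 0.238) and mismatch repair (3.8, adjusted p = 0.0536) did not pass it. In the same exact test for double-strand break repair the odds ratio was 1.78 (adjusted p = 0.0518) with median-of-ratios scaling and 1.34 without niraparib replicate 1. Without the 8 members drawn in Fig. 2D it was 1.31 (adjusted p = 0.516). The study chose these members on the same samples, so this value too is pulled towards no change. From GC-adjusted values limma's camera did not pass for double-strand break repair (median 0.0099, adjusted p = 0.0768, and -0.093, adjusted p = 0.0799, when also centred), homologous recombination (0.015, adjusted p = 0.301, and -0.087, adjusted p = 0.264) or mismatch repair (0.0013, adjusted p = 0.14, and -0.10, adjusted p = 0.12). With median-of-ratios scaling their medians were -0.19, -0.18 and -0.21 and all 3 passed. The median of all genes tested was 0.072, or 0.082 GC-adjusted, -0.020 when also centred and -0.019 with median-of-ratios scaling. The 3 list medians stayed below it in each form, and their shift with median-of-ratios scaling was close to that of all genes.

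**Figure D2:**
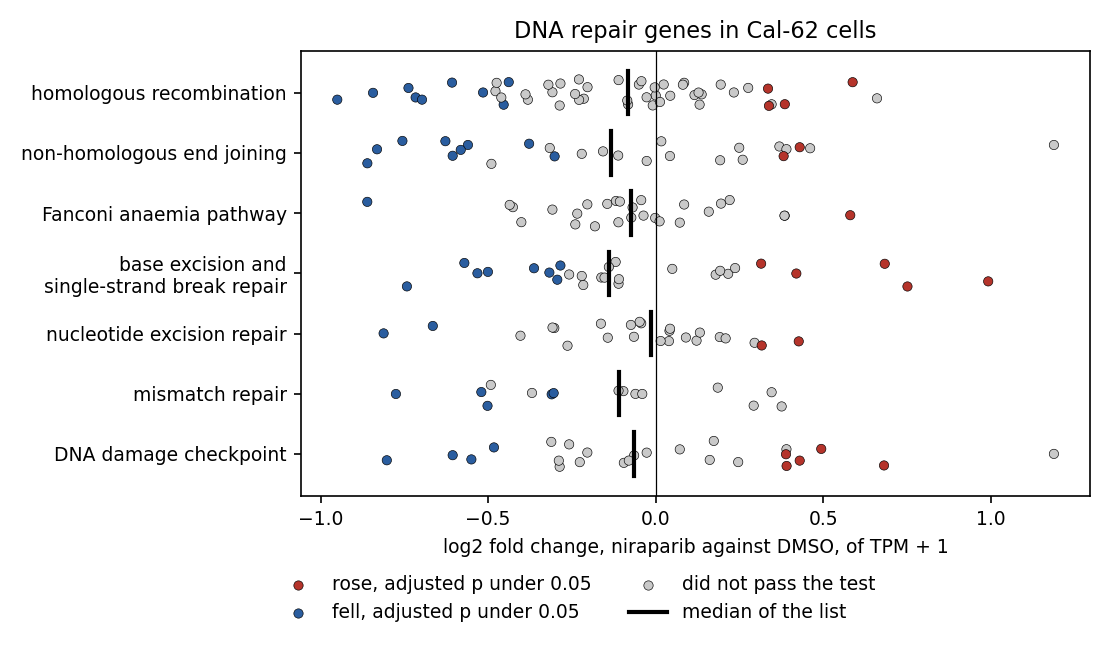
Log2 fold change, niraparib against DMSO, of each tested gene in 7 lists of DNA repair and checkpoint genes. Points are genes coloured by limma's test at an adjusted p under 0.05 (red higher, blue lower, grey not passed) and black lines are medians, which lie between -0.14 for base excision repair and -0.014 for nucleotide excision repair.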

GO enrichment analysis indicated that double-strand break repair, DNA repair, and DNA double-strand break processing were significantly enriched in downregulated genes (Fig. 2B). 

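PCNA, the clamp that holds DNA polymerases on DNA, lies on chromosome 20 of GRCh37 from 5095599 to 5107272, on the minus strand. It fell from 468 ± 3.67 TPM with DMSO to 273 ± 7.92 TPM with niraparib (SD, n = 2 each), a log2 fold change of -0.78 (standard error 0.039, limma adjusted p = 0.00142). CDKN1A, which encodes the cell cycle inhibitor p21, rose from 38.4 ± 3.83 to 158 ± 6.07 TPM (SD, n = 2 each), a log2 fold change of 2.02 (standard error 0.083, limma adjusted p = 0.00109). GADD45A, a growth arrest gene induced by DNA damage, rose by 0.88 and CDC25B, a phosphatase that starts mitosis, by 0.68 on the log2 scale. MKI67, the gene of the proliferation marker Ki-67, was at 76.2 ± 0.686 TPM with DMSO and 68.9 ± 9.31 TPM with niraparib (SD, n = 2 each) and did not pass the limma test (log2 fold change -0.15, adjusted p = 0.294). Of 115 genes of cell cycle control, 31 fell, 20 rose and 64 did not pass the test (39 lower and 22 higher when adjusted over the list alone). Their median log2 fold change was -0.14 (camera adjusted p = 0.0013, and adjusted p = 0.332 with an estimated correlation). As a list these genes did not pass fry (adjusted p = 0.109). They were over-represented among the lower genes (odds ratio 2.83, one-sided Fisher's exact test, adjusted p = 2.07e-05). Of 43 S phase genes, 20 fell and 1 rose (22 lower and 3 higher when adjusted over the list alone), with a median of -0.30 (camera adjusted p = 4.69e-08, and adjusted p = 0.202 with an estimated correlation). MCM6, a subunit of the replicative helicase, had a log2 fold change of -0.96 (standard error 0.071, limma adjusted p = 0.00242) and GINS2, which works with that helicase, of -0.86, and both fell. Of 54 genes of the G2 and M phases, 18 fell and 7 rose (21 lower and 7 higher when adjusted over the list alone), with a median of -0.22 (camera adjusted p = 0.00203, and adjusted p = 0.373 with an estimated correlation). The G2 and M phase list did not pass fry (adjusted p = 0.0765), while the S phase list did (adjusted p = 0.0109). TMPO, a protein of the nuclear lamina, had a log2 fold change of -0.58 and SMC4, a subunit of condensin, of -0.71, and both fell. The cell cycle control median was -0.24 with median-of-ratios scaling (limma's camera, adjusted p = 5.08e-04) and -0.046 GC-adjusted (adjusted p = 0.00914). The GC-adjusted median of the G2 and M phase genes was -0.037 and did not pass limma's camera (adjusted p = 0.0653), but did when also centred (-0.14, adjusted p = 0.0108).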

Further analysis revealed that the cell cycle which is coordinated with DNA damage repair progression was also significantly enriched in downregulated genes (Fig. 2C). Representative double-strand break repair genes were shown in Fig. 2D and qPCR was conducted to confirm the differential genes (Supplementary Fig. 2A). 

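Of the 11 genes drawn in Fig. 2D, 9 fell after niraparib, with log2 fold changes from -0.95 to -0.52. The study chose these genes on the same samples, so this number is not independent evidence. SMC5, a subunit of a complex of chromosome maintenance, lies on chromosome 9 of GRCh37 from 72873894 to 72969789, on the plus strand. It fell from 16.1 ± 1.71 to 7.82 ± 0.304 TPM (SD, n = 2 each), a log2 fold change of -0.95 (standard error 0.12, limma adjusted p = 0.00577). RIF1, which protects broken DNA ends from resection, fell from 7.44 ± 0.141 to 3.65 ± 0.184 TPM (SD, n = 2 each), a log2 fold change of -0.86. NBN, a sensor of double-strand breaks, fell from 14.8 ± 0.516 to 7.83 ± 1.29 TPM (SD, n = 2 each), a log2 fold change of -0.84. LIG4, the ligase of non-homologous end joining, had a log2 fold change of -0.76 and UBE2N, a ubiquitin-conjugating enzyme, of -0.63. RNF168, a ubiquitin ligase of the damage response, had a log2 fold change of -0.61, SETMAR of -0.58, PAXIP1 of -0.56 and PSMD14, a subunit of the proteasome lid, of -0.52. DCLRE1A, a nuclease of crosslink repair, was at 5.95 ± 0.361 TPM with DMSO and 4.26 ± 0.431 TPM with niraparib (SD, n = 2 each), a log2 fold change of -0.40 that did not pass the limma test (adjusted p = 0.084). ATP23, a metallopeptidase gene, was at 5.58 ± 1.31 TPM with DMSO and 5.86 ± 1.51 TPM with niraparib (SD, n = 2 each). Its log2 fold change of 0.055 did not pass the limma test (adjusted p = 0.869), and it was -0.15 without DMSO replicate 1, -0.17 without niraparib replicate 2 and -0.031 with median-of-ratios scaling. The limma calls of UBE2N (0.0515), PAXIP1 (0.076), SETMAR (0.107), RNF168 (0.123) and LIG4 (0.136) were lost without niraparib replicate 1, with the adjusted p in parentheses, those of PAXIP1 (0.0745), RNF168 (0.129), SETMAR (0.132) and LIG4 (0.159) without DMSO replicate 1, those of PAXIP1 (0.091) and LIG4 (0.101) without DMSO replicate 2, and those of SETMAR (0.0823) and RNF168 (0.0848) without niraparib replicate 2. From GC-adjusted values 6 of the genes fell in the limma test, and 7 when these were also centred, without PSMD14 (adjusted p = 0.565 and 0.0881) and LIG4 (adjusted p = 0.111 and 0.0703) in both forms and without RNF168 in the former (adjusted p = 0.0593).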

Meanwhile, GSEA showed that niraparib treatment was correlated with DNA damage response and repair (Fig. 2E).

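PARP1, a target of niraparib, lies on chromosome 1 of GRCh37 from 226547911 to 226595855, on the minus strand. It fell from 156 ± 1.1 to 125 ± 1.68 TPM (SD, n = 2 each), a log2 fold change of -0.32 (standard error 0.044, limma adjusted p = 0.0077). Of 181 genes of the DNA damage response and DNA repair, 37 fell, 18 rose and 126 did not pass the test (37 lower and 18 higher when adjusted over the list alone). Their median log2 fold change was -0.096 (camera adjusted p = 0.00193, and adjusted p = 0.332 with an estimated correlation), and the list did not pass fry (adjusted p = 0.106). The list was over-represented among the lower genes (odds ratio 1.97, one-sided Fisher's exact test, adjusted p = 0.00137). In this exact test its odds ratio was 1.6 without niraparib replicate 1. Without its 9 members drawn in Fig. 2D the odds ratio was 1.55 and did not pass (adjusted p = 0.0623). The study chose those members on these samples as lower, so their removal pulls the value towards no change. Its GC-adjusted median was 0.011 and its GC-adjusted mean -0.017, which differ in sign, and limma's camera gave a lower direction (adjusted p = 0.038), while the median was -0.19 with median-of-ratios scaling. Of 27 genes of base excision and single-strand break repair, 8 fell and 5 rose (8 lower and 5 higher when adjusted over the list alone). The median of these genes was -0.14 and did not pass the test (limma's camera, adjusted p = 0.0879), nor with an estimated correlation (adjusted p = 0.321) or when GC-adjusted and centred (-0.23, adjusted p = 0.0611), although it did from GC-adjusted values (-0.12, adjusted p = 0.045). The list was over-represented among the lower genes (odds ratio 3.2, one-sided Fisher's exact test, adjusted p = 0.0234). UNG, a uracil glycosylase, had a log2 fold change of -0.57 and fell, and the glycosylases MPG (0.68) and MUTYH (0.75) rose. Of 24 genes of nucleotide excision repair, 2 fell and 2 rose (2 lower and 1 higher when adjusted over the list alone), with a median of -0.014 that did not pass the test (limma's camera, adjusted p = 0.281) and was 0.020 without DMSO replicate 1 and 0.040 without niraparib replicate 1. The lower genes were RAD23B (-0.67), which recognises damaged DNA, and CCNH (-0.81), a subunit of a kinase of TFIIH. The higher genes were DDB2 (0.43) and ERCC1 (0.32), whose limma calls were lost without DMSO replicate 1 (adjusted p = 0.054 and 0.111), without DMSO replicate 2 (0.0975 and 0.127) and without niraparib replicate 1 (0.0621 and 0.0986), and that of DDB2 without niraparib replicate 2 (0.0763). Both were also lost from GC-adjusted values (limma adjusted p = 0.0526 and 0.215, and 0.111 and 0.76 when also centred), and ERCC1 with median-of-ratios scaling (0.0995). Of 27 genes of the Fanconi anaemia pathway, 1 fell and 1 rose (1 lower and 1 higher when adjusted over the list alone), with a median of -0.073 that did not pass the test (limma's camera, adjusted p = 0.137) and was 0.0084 without DMSO replicate 1. The lower gene was the deubiquitinase USP1 (-0.86) and the higher gene FAAP20 (0.58), a subunit of the core complex. Of 25 genes of the DNA damage checkpoint, 4 fell and 5 rose (5 lower and 5 higher when adjusted over the list alone), with a median of -0.064 that did not pass the test (limma's camera, adjusted p = 0.456) and was 0.023 without DMSO replicate 1. TIPIN, a protein of the replication fork, had a log2 fold change of -0.80 and fell. The medians of base excision repair, nucleotide excision repair, the Fanconi anaemia pathway and the checkpoint ranged over -0.14 to -0.083, -0.071 to 0.040, -0.14 to 0.0084 and -0.079 to 0.023 with 1 library left out, and were -0.23, -0.10, -0.16 and -0.16 with median-of-ratios scaling. Those of the last 3 were 0.078, 0.0047 and 0.098 GC-adjusted and -0.025, -0.098 and -0.0047 when also centred, and none of the values in this and the preceding sentence passed limma's camera. BRCA1 (0.19, limma adjusted p = 0.132) and BRCA2 (0.024, adjusted p = 0.945) did not pass the test, although the GC-adjusted value of BRCA1 did (0.35, adjusted p = 0.0433), but not when also centred (0.24, adjusted p = 0.102). H2AX, the histone whose phosphorylation marks DNA damage, had a log2 fold change of 0.043 that did not pass limma's test (adjusted p = 0.383), -0.059 with median-of-ratios scaling, and a lower GC-adjusted value of -0.29 (adjusted p = 0.0102).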

To verify these findings of transcriptome analysis, IF was conducted and showed that DNA damage was accumulated in thyroid cancer cells upon niraparib treatment (Fig. 2F). Western blot showed that niraparib significantly increased phosphor-γH2A level (Supplementary Fig. 2B). Furtherly, comet assay revealed that niraparib significantly increased DNA damage level in thyroid cancer (Supplementary Fig. 2C). And also, flow cytometry revealed that niraparib leads to G2/M stage arrest of thyroid cancer cells (Fig. 2G). Furthermore, xenografts isolated from niraparib treated mice showed a significant accumulation of DNA damage, as measured by phospho-γH2A with IHC staining (Fig. 2H).

### Niraparib shuts down the global translation of thyroid cancer through DIMT1

The GO and KEGG enrichment analysis of transcriptome showed that rRNA processing, ribosomal small unit export, and ribosome biogenesis were significantly enriched in downregulated genes (Fig. 2B and C). 

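NOP56, a core protein of the box C/D particles that methylate ribosomal RNA, lies on chromosome 20 of GRCh37 from 2633239 to 2639039, on the plus strand. It fell from 335 ± 4.33 to 215 ± 8.56 TPM (SD, n = 2 each), a log2 fold change of -0.64 (standard error 0.045, limma adjusted p = 0.00218). WDR12, which is needed for the large subunit, fell from 33.7 ± 1.53 to 14.8 ± 0.594 TPM (SD, n = 2 each), a log2 fold change of -1.13. EBNA1BP2, another factor of the large subunit, had a log2 fold change of -0.68 and fell. Of 170 ribosome biogenesis factors, 83 fell, 2 rose and 85 did not pass the test (93 lower and 3 higher when adjusted over the list alone). Their median log2 fold change was -0.31 (camera adjusted p = 2.08e-19, and adjusted p = 0.202 with an estimated correlation). They were over-represented among the lower genes (odds ratio 7.58, one-sided Fisher's exact test, adjusted p = 6.55e-32), and without the 7 members drawn in Fig. 3D, which the study chose on these samples, the odds ratio was 6.91. Of 16 genes of the RNA polymerase I machinery, which transcribes ribosomal RNA, 5 fell and none rose (7 lower and 0 higher when adjusted over the list alone), with a median of -0.25 (camera adjusted p = 8.57e-04, and adjusted p = 0.21 with an estimated correlation). CD3EAP, a subunit of that polymerase, had a log2 fold change of -0.76 and fell. Of 81 cytosolic ribosomal proteins, 35 fell and 9 rose (39 lower and 9 higher when adjusted over the list alone), with a median of -0.070 (camera adjusted p = 1.19e-05, and adjusted p = 0.202 with an estimated correlation). RPS23 had a log2 fold change of -0.34 and RPS7 of -0.42, and both fell, although pseudogenes of ribosomal proteins can take part of their reads. Of 94 genes of mitochondrial translation, 39 fell and 6 rose (42 lower and 7 higher when adjusted over the list alone), with a median of -0.22 (camera adjusted p = 1.22e-09, and adjusted p = 0.202 with an estimated correlation). MRPL47, a protein of the mitochondrial ribosome, had a log2 fold change of -0.81 and fell. Of 47 translation factors, 23 fell and 7 rose (26 lower and 9 higher when adjusted over the list alone), with a median of -0.21 (camera adjusted p = 2.54e-05, and adjusted p = 0.321 with an estimated correlation). EIF4A1, a helicase of translation initiation, had a log2 fold change of -0.47 and fell. EEF2, an elongation factor, rose by 0.41 on the log2 scale, a call lost in the GC-adjusted and centred values (0.078, limma adjusted p = 0.106). Of 56 genes of the nuclear pore and RNA transport, 23 fell and 2 rose (29 lower and 3 higher when adjusted over the list alone), with a median of -0.26 (camera adjusted p = 1.97e-07, and adjusted p = 0.202 with an estimated correlation). RAN, a GTPase that drives nuclear export, had a log2 fold change of -0.52 and fell. From GC-adjusted values the median was -0.16 for the RNA polymerase I machinery with 2 lower, -0.084 for translation factors with 14 lower and 6 higher, and -0.13 for the nuclear pore and RNA transport with 14 lower. These lists still passed camera (adjusted p = 0.0033, 0.00102 and 2.73e-06). The GC-adjusted median was -0.29 for ribosome biogenesis with 79 lower and 1 higher (camera adjusted p = 4.28e-22). For mitochondrial translation it was -0.23 with 40 lower and 3 higher (camera adjusted p = 6.34e-12). The median of the cytosolic ribosomal proteins was -0.17 with median-of-ratios scaling and -0.19 when GC-adjusted and centred, and that of mitochondrial translation -0.33 in the latter.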

To access the function of niraparib, we measured the protein synthesis by SUnSET (SUrface SEnsing of Translation), a technique specifically involving the use of an anti-puromycin antibody for the immunological detection of puromycin-labeled peptides. We found that niraparib decreased the global translation level of thyroid cancer cells (Fig. 3A).

To better understand the biological consequences of niraparib on protein synthesis, we performed TMT labeling followed by mass spectrometry sequencing. The TMT-MS data revealed that 269 proteins were upregulated and 149 proteins were downregulated (Fig. 3B). The overlap of niraparib regulated genes of transcriptome and proteome including 72 genes (Fig. 3C). Mountains of genes are enriched in ribosome biogenesis. Among these genes, we focused on DIMT1 which is a key gene for ribosome biogenesis (Fig. 3D). Both qPCR and western blot revealed that niraparib significantly decreased the level of DIMT1 (Fig. 3E and F). Furthermore, we investigated the function of niraparib in thyroid cancer cells mediated by DIMT1. 

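DIMT1, a methyltransferase of the small ribosomal subunit, lies on chromosome 5 of GRCh37 from 61643111 to 61699770, on the minus strand. Its mRNA fell from 38.5 ± 3.58 TPM with DMSO to 26.3 ± 3.65 TPM with niraparib (SD, n = 2 each). The DMSO libraries were at 41.1 and 36.0 TPM and the niraparib libraries at 23.7 and 28.9 TPM. This is a log2 fold change of -0.54 (standard error 0.12, 95% interval from -0.85 to -0.23, limma adjusted p = 0.0264). All 7 ribosome biogenesis genes of Fig. 3D fell, with log2 fold changes from -0.83 to -0.43, which is not independent evidence since the study chose them on these samples. FRG1 had a log2 fold change of -0.83, with a ratio of mean TPM of 0.551, and its near-identical copies can share reads with it. The ratio of mean TPM was 0.55 for RIOX2, 0.56 for GNL3, 0.573 for NOP16, 0.634 for MAK16 and 0.731 for GNL2. NOP16 fell from 124 ± 0.651 to 70.8 ± 2.25 TPM (SD, n = 2 each), a log2 fold change of -0.79 (standard error 0.053, limma adjusted p = 0.00201). The limma calls of DIMT1 (-0.45, adjusted p = 0.108), GNL2 (adjusted p = 0.117) and MAK16 (0.108) were lost without DMSO replicate 1, those of DIMT1 (-0.40, adjusted p = 0.091), GNL2 (0.0747) and MAK16 (0.099) without niraparib replicate 1, that of MAK16 without DMSO replicate 2 (0.101), that of GNL2 without niraparib replicate 2 (0.0818), and that of DIMT1 without the trend and robust priors (0.0618). From GC-adjusted values 4 of the genes fell in the limma test, without DIMT1 (-0.32, adjusted p = 0.0918), GNL2 (adjusted p = 0.0674) and MAK16 (adjusted p = 0.139), and 6 when these were also centred, DIMT1 among them (-0.42, adjusted p = 0.0419) and MAK16 not (adjusted p = 0.068). From the transcriptome together with the proteome, the paper concludes that niraparib lowered DIMT1 as mRNA and as protein. It also reports lower DIMT1 by qPCR and by western blot, which were not examined here.

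**Figure D3:**
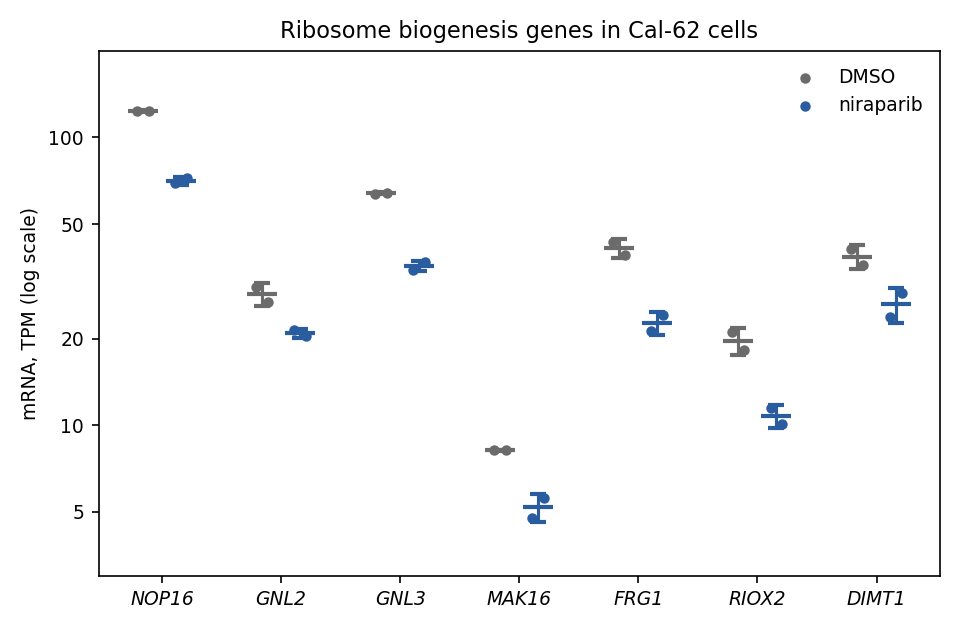
TPM of the 7 genes on a log scale, with DMSO in grey and niraparib in blue. Points are single libraries and bars the mean with the SD (n = 2 each), and NOP16 lies at 124 TPM with DMSO and 70.8 TPM with niraparib.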

We overexpressed DIMT1 in thyroid cancer cells (Supplementary Fig. 3A). SUnSET assay revealed that the overexpression of DIMT1 significantly reversed the inhibition of protein synthesis by niraparib (Fig. 3G and Supplementary Fig. 3B). Meanwhile, the colony formation assay and CCK-8 assay indicated that the overexpression of DIMT1 partially reversed the proliferation ability of thyroid cancer cells (Fig. 3H-I and Supplementary Fig. 3C-3D).

### Niraparib inhibits the transcription of DIMT1 through promoting Pol II pausing in a PAR-dependent manner

To further detect the molecular mechanism between niraparib and DIMT1, we performed a ChIP-seq of PARP1 in Cal-62 cells treated with DMSO and niraparib. Genome browser snapshots of ChIP-seq and RNA-seq showed that PARP1 is enriched in the promoter of the DIMT1 gene, and niraparib led to a marked reduction in PARP1 binding to the promoter region of the DIMT1 gene (Fig. 4A). The inhibition of the enrichment of PARP1 on DIMT1 by niraparib was furtherly verified by ChIP-qPCR (Fig. 4B). Recently, research revealed that depletion or inhibition of PARP-1 promotes Pol II pausing (26. Here, we found that the inhibitor of Pol II-DRB significantly reversed the upregulation of DIMT1 induced by PARP1 overexpression (Fig. 4C). NELF-E is proposed to be required for the establishment of pausing by Pol II and the mutation of the ADP-ribosylation sites on NELF-E promotes Pol II pausing 26, 27. Our Co-IP data indicated that PARP1 interacted with NELF-E and mediated the PARylation of NELF-E which could be abolished by niraparib (Fig. 4D-F). However, the western blot showed that niraparib does not affect the NELF-E level (Fig. 4G). Meanwhile, the Co-IP assay also showed that NELF-E interacted with Pol II and niraparib enhanced the interaction between NELF-E and Pol II (Fig. 4H). Moreover, our ChIP-qPCR data revealed that niraparib has no effect on the occupancy of Pol II on DIMT1, while the occupancy of phosphoS2 Pol II, standing for the activated Pol II, on DIMT1 was significantly decreased (Fig. 4I-J). In summary, we proved that niraparib inhibits the PARylation of NELF-E which enhanced the interaction between NELF-E and Pol II, subsequently promoting Pol II binding to DIMT1 pause.

### PARP1 regulates p65 protein stability through the ubiquitination-dependent pathway

To better understand the mechanism of niraparib in thyroid cancer, we performed proteome analysis. GO enrichment analysis showed that cell cycle, ribosome biogenesis, and DNA repair were significantly enriched which is consistent with what we have found in the transcriptome (Fig. 5A).

Apart from that, positive regulation of NF-κB signaling was significantly enriched in the upregulated genes (Fig. 5B). Meanwhile, GSEA also showed that NF-κB signaling and NF-κB targets up were significantly enriched (Fig. 5C-D). Further analysis revealed that niraparib significantly increased NF-κB signaling pathway gene expression and NF-κB target gene expression (Fig. 5E and Supplementary Fig. 4A). Indeed, western blot showed that niraparib activated the NF-κB signaling which was identified by the upregulation of phosphorylated p65, p65, and p21 (Fig. 5F and Supplementary Fig. 4B). Moreover, knockdown PARP1 with siRNA has also increased the level of p65 (Fig. 5G). This negative regulation of p65 by PARP1 did not occur at the transcriptional level, as the mRNA level of p65 was not altered with niraparib which was revealed by RAN-seq Supplementary Fig. 4C).

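RELA, the gene of p65, lies on chromosome 11 of GRCh37 from 65421070 to 65430561, on the minus strand. Its mRNA was at 92.0 and 87.6 TPM in the DMSO libraries and at 119.8 and 121 TPM in the niraparib libraries. The means were 89.8 ± 3.15 and 121 ± 1.05 TPM (SD, n = 2 each). The log2 fold change of RELA was 0.42 (standard error 0.052, 95% interval from 0.29 to 0.55, limma adjusted p = 0.00579), and it rose. The GC-adjusted log2 fold change of RELA was 0.23 (limma adjusted p = 0.0468). When also centred it was 0.12 and did not pass the limma test (adjusted p = 0.153).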

PARylation as a crucial post-translational modification, has been reported to regulate the transcriptional activity, cellular localization, and protein stabilization. Therefore, we tested whether PARP1 contributed to p65 degradation. As shown in Fig. 5H, overexpression of PARP1 markedly declined the level of the p65 protein. MG132, a specific proteasome inhibitor, substantially rescued the decline of the p65 protein caused by overexpression of PARP1 in Cal-62 cells. Consistent with this notion, the half-life of endogenous p65 protein became longer in niraparib treated or PARP1 knockdown cells in the presence of cycloheximide, an inhibitor of protein synthesis (Fig. 5I and Supplementary Fig. 4D).

Next, we examined the interaction between PARP1 and p65, a complex containing p65 and PARP1 was clearly detected in HEK293T cells expressing flag-tagged PARP1 (Supplementary Fig. 4E). Consistently, both endogenous PARP1 and p65 were clearly detected in the immunoprecipitated complex in Cal-62 cells (Fig. 5J). Ubiquitination-mediated proteasomal degradation of proteins is a common mechanism that regulates protein stability. Studies showed that PARylated proteins lead to their degradation via a proteasome-dependent pathway (28-30. To further determine whether the PARylation of p65 lead to the ubiquitination-mediated degradation itself, we conducted the co-IP experiment and found that PARylation-mediated degradation of p65 occurs through poly-ubiquitination (Fig. 5K and L).

### E3 ligase RNF146 promotes p65 ubiquitination and degradation

An increasing number of studies revealed that the E3 ligase RNF146 functions by interacting with PARylated proteins and promoting their degradation 28, 29, 31. Therefore, we examined whether RNF146 can act as an E3 ligase of p65. We found that the silence of RNF146 led to p65 stabilization (Fig. 6A, B and C). Meanwhile, the half-life of endogenous p65 protein increased after depleting RNF146 in Cal-62 cells in the presence of cycloheximide (Fig. 6D). Moreover, the silence of RNF146 significantly decreased the ubiquitination level of p65 (Fig. 6E). The co-IP assay revealed that p65 interacted with RNF146 (Fig. 6F-G). And niraparib treatment or PARP1 knockdown markedly inhibited the interaction between p65 and RNF146 (Fig. 6H and I). Here, we elucidated that RNF146 promotes p65 ubiquitination and degradation depending on PARP1-mediated ribosylation of p65.

### Bortezomib enhances the antitumor effect of niraparib* in vitro* and *in vivo*

The activation of the NF-κB pathway has been reported in response to a variety of anti-cancer therapeutic agents and its inhibition has been observed to re-sensitize drug-resistant cells to anti-cancer agents. Therefore, blocking the NF-κB signaling pathway may help sensitize thyroid cancer cells to PARP inhibitors. The colony formation assay indicated that bortezomib, a NF-κB pathway inhibitor, dramatically enhanced the growth inhibition of niraparib in TCs (Fig. 7A and B). Meanwhile, the CCK-8 assay also showed that bortezomib significantly enhanced the growth inhibition of niraparib (Fig. 7C). Next, we used flow cytometry to detect the cell cycle distribution and found that bortezomib and niraparib alone could induce G2/M stage arrest to some extent, while their combination led to a better response (Fig. 7D). Western blot analysis also indicated that bortezomib combined with niraparib markedly increased the p21 level (Fig. 7E). Moreover, to assess whether the effect of the combination of bortezomib and niraparib *in vivo* is synergistic, 20 female BALB/c nude mice were subcutaneously injected with Cal-62 cells and treated with bortezomib and niraparib (Fig. 7F). The results revealed that the tumor volumes and tumor weights were significantly inhibited by niraparib, while the combination of bortezomib and niraparib resulted in greater tumor suppression (Fig. 7G and H). IHC staining of xenografts indicated that the combination of bortezomib and niraparib could significantly decrease the expression of Ki-67 and increase the expression level of p21 *in vivo* (Fig. 7I). Overall, bortezomib could significantly enhance the antitumor effect of niraparib *in vitro* and *in vivo*.

## Discussion

In this study, we revealed that PARP inhibitors own great therapeutic value for TCs. Niraparib not only promotes the DNA damage accumulation in TCs but also inhibits the transcription of DIMT1 through promoting Pol II pausing in a PAR-dependent manner, which leads to a global translation shut-down in TCs. Meanwhile, we found that niraparib activates the NF-κB signaling pathway by inhibiting the PARylation of p65, which decreases its ubiquitination and degradation level through E3 ubiquitin ligase RNF146. Moreover, inhibition of the NF-κB pathway augmented the antitumor effect of niraparib in TCs (Fig. 8).

The concept of synthetic lethal (SL) is described as the situation whereby a defect in either one of two genes is non-lethal, but a combination of defects in both genes results in death 32. The SL interaction between PARP inhibition and BRCA1 or BRCA2 mutation has been described decades ago 5, 6. Up to now, several PARP inhibitors have been applied in the clinic in various of BRCA mutant cancers and showed markedly antitumor effect 33-35. The understanding of the biological functions of BRCA genes has made considerable progress. Studies revealed that any mutations of genes leading to homologous recombination repair defect displaying BRCAness 36, 37. Therefore, any cancer type owning BRCAness genes mutation got the possibility to be sensitive to PARP inhibitors. Research revealed the mutational landscape of TCs and found that a reasonable quantity of BRCAness genes mutated in TCs which throws light on the application of PARP inhibitors in TCs 12. Our data also indicated that PARP inhibitors block the growth of TCs *in vitro* and *in vivo* partially by promoting the accumulation of DNA damage. Although the ability of talazoparib to trap PARP1 is 100 times potent than niraparib, our data showed that niraparib is the most potent in TCs. That may be due to comparing to talazoparib, niraparib was more selective for PARP1 and PARP2 which are key regulators in TCs 38. Moreover, studies revealed that different PARPi have distinct interaction profiles, and whether differences in the “off-target” profile contribute to different antitumor effect of PARPi need to be further elucidated 38, 39.

Recently, research showed that PARP inhibitors inhibit the BRCA1/2-intact breast cancer cell growth through ribosome biogenesis and rDNA transcription 16. This provides a mechanistic rationale for the therapeutic effect of PARP inhibitors in cancer cells lacking BRCA gene mutation. Therefore, we treated thyroid cancer cells with niraparib and found that niraparib significantly decreased the global translation in TCs. To detect the molecular mechanism, we performed an integrated analysis of transcriptome and proteome and found that niraparib decreased DIMT1 at both transcription and translation levels. Various researches revealed that PARP1 participates in the regulation of transcriptional processes, including as a transcription factor itself, regulation of various transcription factors, and general chromatin remodeling 40-42. Meanwhile, our ChIP-seq data of PARP1 determined niraparib led to a marked reduction in PARP1 binding to the promoter region of the DIMT1 gene. Recently, a study showed that depletion or inhibition of PARP-1 or mutation of the ADP-ribosylation sites on NELF-E promotes Pol II pausing 26. Here, we revealed that niraparib inhibits the PARylation of NELF-E which enhanced the interaction between NELF-E and Pol II, subsequently promoting Pol II binding to DIMT1 paused and shutting down the global translation of TCs. However, the ADP-ribosylation sites of NELF-E mediated Pol II pausing in TCs need to be further investigated.

Direct interactions between PARP1 and p65 have been found in several researches 43-45. Consistent with that, our data indicated that PARP1 binds and poly(ADP)ribosylates p65 in TCs. As one of the most important post-translational modifications, PARylation regulates protein stabilization, protein-protein interaction, cell fate determination, and cellular localization 46-49. The role of PARylation in proteasomal regulation is well established, PARylation not only regulates overall proteasome activity but also promotes ubiquitination and targeting of specific proteins to proteasomal degradation 31, 50. In this study, we demonstrated that PARylated p65 was recognized by the PAR-binding E3 ligase RNF146 which poly-ubiquitinated p65 leading to its degradation. Moreover, targeting PARP1 with niraparib abolished the PARylation of p65 which leads to the stabilization of p65, subsequently activating the NF-κB signaling pathway. Abnormal activation of the NF-κB signaling pathway leads to low sensitivity or even drug resistance in various cancers 51-54. Here, we revealed that bortezomib significantly enhanced the antitumor effect of niraparib in TCs *in vitro* and *in vivo*.

## Conclusions

In summary, our study revealed that PARP inhibitors own great therapeutic value for TCs. Inhibition of PARP1 significantly promotes the accumulation of DNA damage in TCs. Meanwhile, our finding revealed a novel mechanism that PARP inhibitor suppresses the PARylation of NELF-E which enhanced the interaction between NELF-E and Pol II, subsequently promoting Pol II binding to DIMT1 pause and shutting down the global translation of TCs. This provides a mechanistic rationale for the therapeutic effect of PARP inhibitors in cancer cells lacking BRCA gene mutation. Moreover, we uncovered that bortezomib combined with niraparib augmented the antitumor effect in TCs, which shed light on the potential combination strategy of PARPi in the treatment of thyroid cancers.

## Supplementary Material

Supplementary figures and tables.

## Figures and Tables

**Figure 1:**
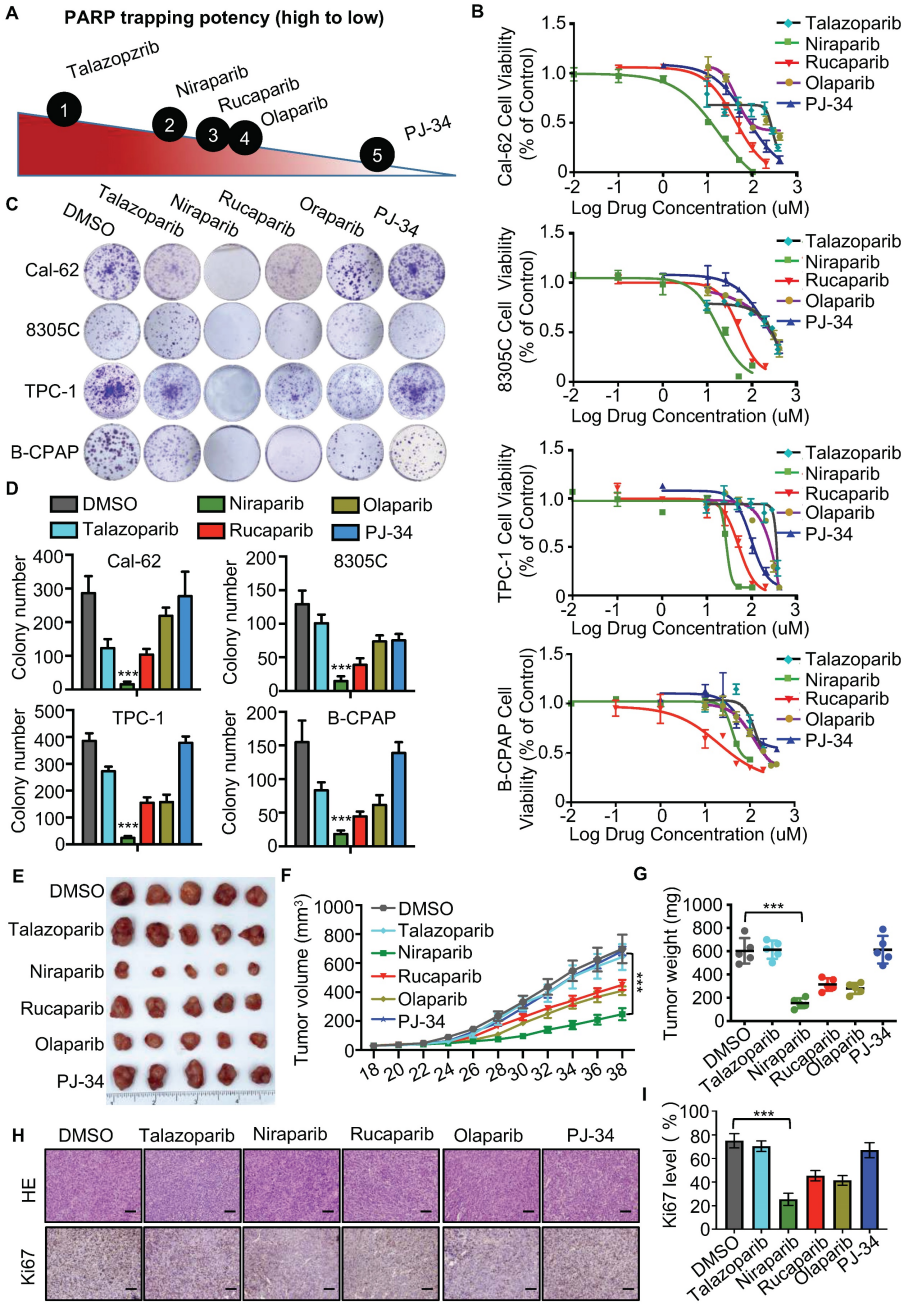
** PARP inhibitors block the growth of thyroid cancer cells *in vitro* and *in vivo*.** (A) The ability of each PARP inhibitor to trap PARP1 on DNA. (B) Comparison of IC50 of PARP inhibitors in thyroid cancer cell lines. Cell lines were exposed to PARP inhibitors for 48 h to access the IC50 values. All values are averages of replicates relative to cell viability values in DMSO treated cells normalized to 100%. (C) Representative images of colony formation of thyroid cancer cells treated with PARP inhibitors. Cell lines were exposed to PARP inhibitors with 10 uM. (D) Quantification of colony numbers of thyroid cancer cells treated with PARP inhibitors. (E) Representative tumors from mice injected with Cal-62 cells and treated with PARP inhibitors. Each group included five mice. Tumor growth curves (F) and tumor weights (G) of PARP inhibitors treatment. (H) Representative images of HE staining and IHC of Ki67 of tumors treated with PARP inhibitors. (I) Quantification of Ki67 expression level of tumor specimens treated with PARP inhibitors. The data are presented as the mean ± SD. All *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 2:**
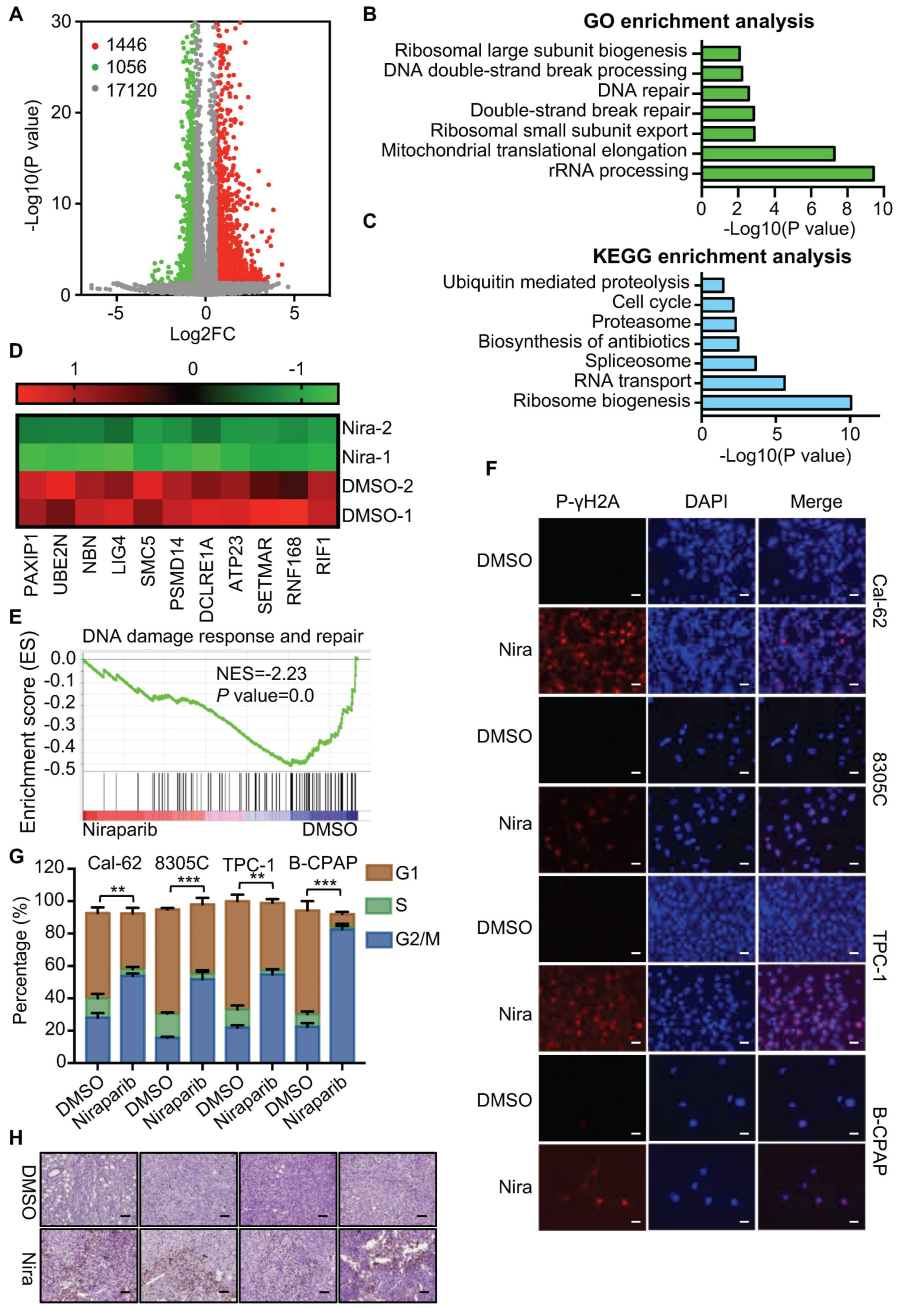
** Niraparib promotes the accumulation of DNA damage in thyroid cancer cells *in vitro* and *in vivo*.** (A) Volcano plot of the gene expression changes that occurred in Cal-62 cells treated with niraparib assayed by RNA-Seq. Summary of the GO enrichment analysis (B) and KEGG pathway enrichment analysis (C) of differentially expressed genes in Cal-62 cells treated with niraparib. (D) Heatmap from the RNA-Seq data showing the differentially expressed genes involved in the double-strand break repair process. (E) GSEA determined significant enrichment for DNA damage response and repair genes correlated with niraparib treatment. (F) IF assay determined phospho-γH2A level of thyroid cancer cell lines treated with niraparib. Cell lines were exposed to PARP inhibitors with 5 uM for 48h. (G) Analysis of cell cycle distribution of thyroid cancer cell lines treated with niraparib by flow cytometry. Cell lines were exposed to PARP inhibitors with 5 uM for 48h. (H) Representative images of IHC of phospho-γH2A of tumors treated with niraparib. The data are presented as the mean ± SD. All *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 3:**
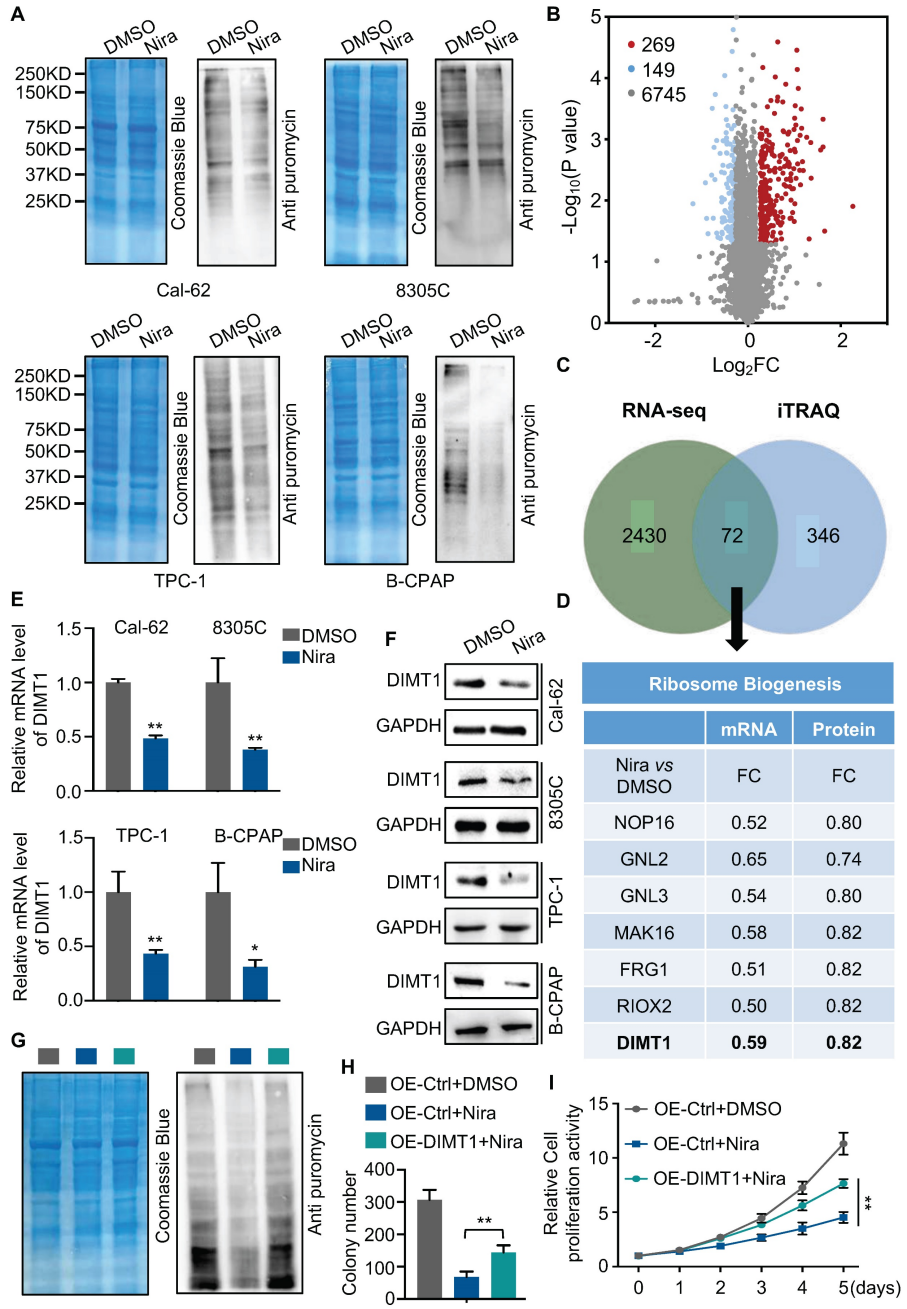
** Niraparib shuts down the global translation of thyroid cancer through DIMT1.** (A) WB-SUnSET assay in thyroid cancer cells treated with DMSO and niraparib. (B) Proteins are ranked in a volcano plot according to their statistical P-value (y-axis) and their relative abundance ratio (log_2_ fold change) between niraparib and DMSO phenotypes (x-axis). (C) Venn diagrams indicate the overlap in differentially expressed genes of transcriptome and proteome of Cal-62 cells treated with DMSO and niraparib. (D) Ribosome biogenesis-relative genes are down-regulated in both transcriptome and proteome. (E) Quantitative real-time PCR of DIMT1 in thyroid cancer cells treated with DMSO and niraparib. (F) Western blot of DIMT1 in thyroid cancer cells treated with DMSO and niraparib. (G) WB-SUnSET assay indicated that the over-expression of DIMT1 partially reversed the inhibited translation level of niraparib in Cal-62 cells. The gray bar represents Cal-62 cells expressing vector and treated with DMSO. The blue bar represents Cal-62 cells expressing vector and treated with niraparib. The green bar represents Cal-62 cells expressing DIMT1 and treated with niraparib. Colony formation assay (H) and CCK-8 assay (I) indicated that the over-expression of DIMT1 partially reversed the inhibited proliferation of niraparib in Cal-62 cells. The data are presented as the mean ± SD. All *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 4:**
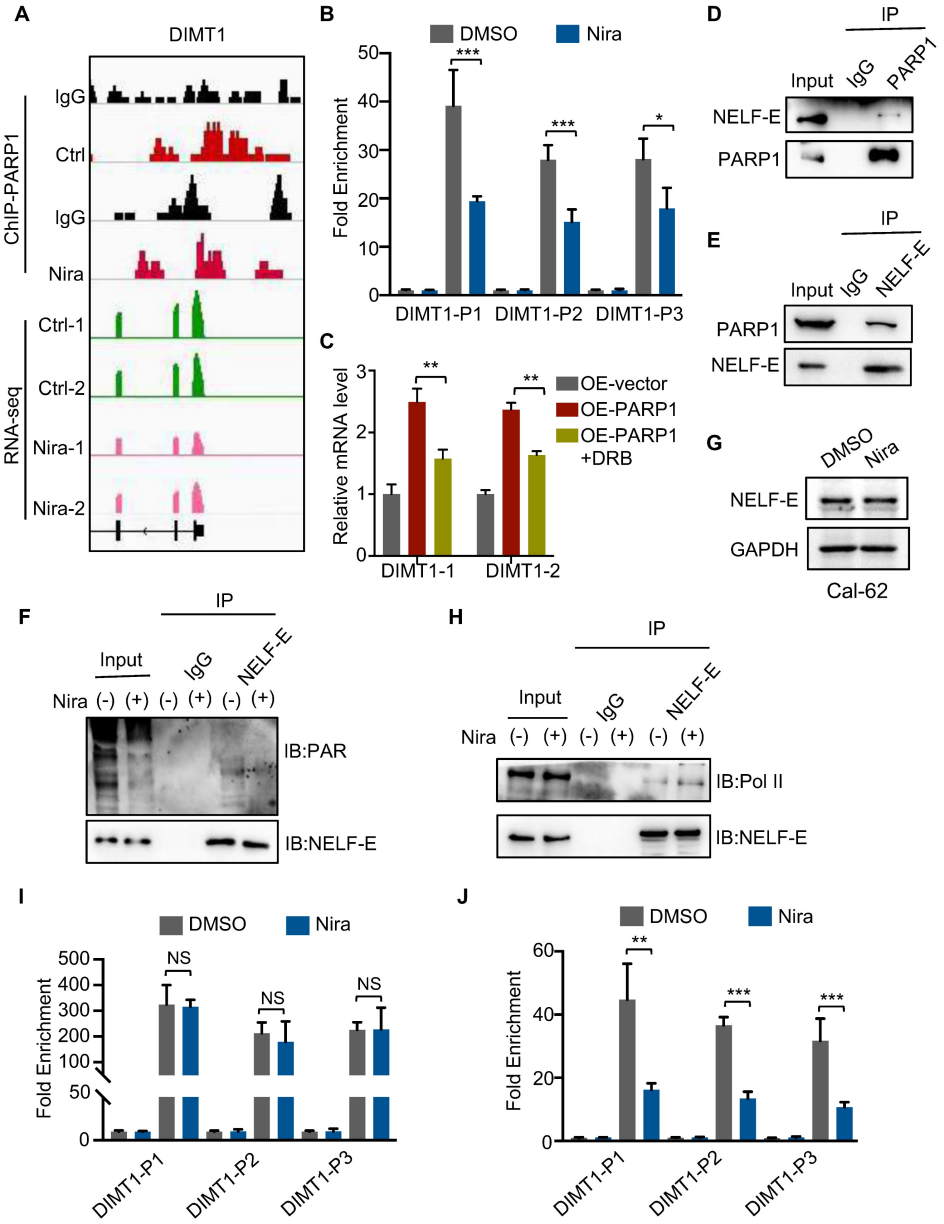
** Niraparib inhibits the transcription of DIMT1 through promoting Pol II pausing in a PAR-dependent manner.** (A) Genome browser tracks of PARP-1 ChIP-seq data and RNA-seq data around the DIMT1 gene in Cal-62 cells treated with DMSO and niraparib are shown. (B) ChIP-qPCR was performed with Cal-62 cells using PARP1 and IgG antibodies to determine the expression levels of DIMT1 in Cal-62 cells treated with DMSO and niraparib. The results were presented relative to the IgG samples. (C) The effect of DRB on the expression of DIMT1 induced by PARP1 overexpression as determined by qRT-PCR. (D-E) Cal-62 cells were lysed with RIPA buffer, and lysates were subjected to immunoprecipitation using either anti-IgG, anti-PARP1, or anti-NELF-E antibodies, and analyzed by western blot with indicated antibodies. (F) Cal-62 cells treated with niraparib or DMSO and lysates were subjected to immunoprecipitation using anti-NELF-E and analyzed by western blot with indicated antibodies. (G) Western blot of NELF-E in Cal-62 cells treated with DMSO and niraparib. (H) Cal-62 cells treated with niraparib or DMSO and lysates were subjected to immunoprecipitation using anti-NELF-E and analyzed by western blot with indicated antibodies. ChIP-qPCR was performed with Cal-62 cells using Pol II (I), phosphoS2 Pol II (J), and IgG antibodies to determine the expression levels of DIMT1 in Cal-62 cells treated with DMSO and niraparib. The results were presented relative to the IgG samples. The data are presented as the mean ± SD. All *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 5:**
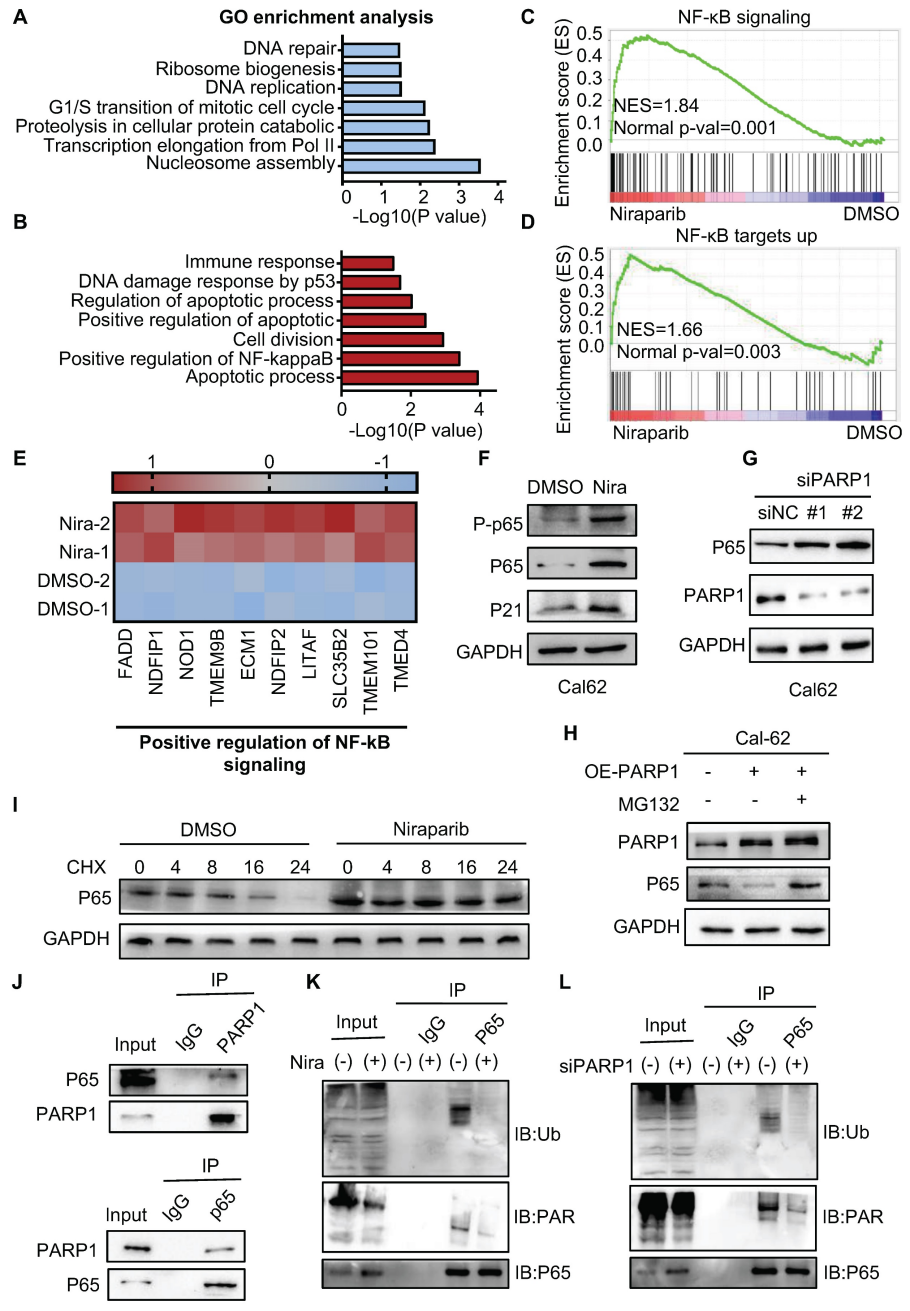
** PARP1 regulates p65 protein stability through the ubiquitination-dependent pathway.** Summary of the proteomic GO enrichment analysis of downregulated genes (A) and upregulated genes (B) in Cal-62 cells treated with niraparib. (C) GSEA determined significant enrichment for NF-κB signaling genes correlated with niraparib treatment. (D) GSEA determined significant enrichment for NF-κB targets up genes correlated with niraparib treatment. (E) Heatmap from the proteome data showing the differentially expressed genes involved in the positive regulation of NF-κB signaling. (F) Western blot of phosphorylated p65, p65, and p21 of Cal-62 cells treated with niraparib. (G) Cal-62 cells were transfected with either scrambled or PARP1 siRNAs for 48 h, and protein levels were detected by western blot with the indicated antibodies. (H) Cal-62 cells overexpressing flag-PARP1 were treated with MG132 (10 uM) for 4 h, and proteins were detected by western blot with indicated antibodies. (I) Cal-62 cells treated with niraparib or DMSO were incubated with 10 ug/ml cycloheximide (CHX) for the indicated times. Lysates were harvested and analyzed by western blot. (J) Cal-62 cells were lysed with RIPA buffer, and lysates were subjected to immunoprecipitation using either anti-IgG, anti-PARP1, or anti-p65 antibodies, and analyzed by western blot with indicated antibodies. (K) Cal-62 cells treated with niraparib or DMSO and lysates were subjected to immunoprecipitation using anti-p65 and analyzed by western blot with indicated antibodies. (L) Cal-62 cells were transfected with either scrambled or PARP1 siRNA for 48 h, and lysates were subjected to immunoprecipitation using anti-p65 and analyzed by western blot with indicated antibodies. The data are presented as the mean ± SD. All *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 6:**
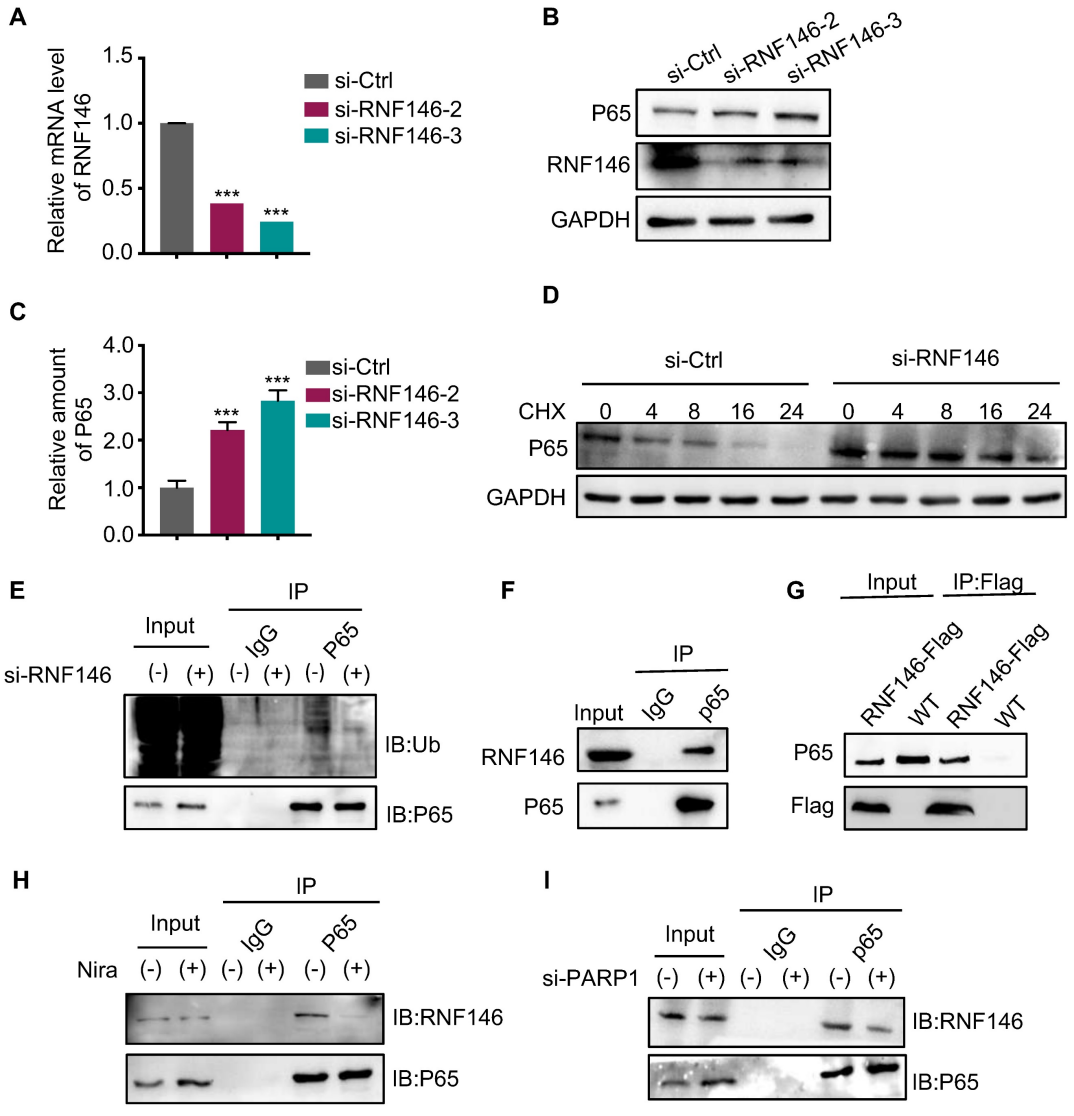
** E3 ligase RNF146 promotes p65 ubiquitination and degradation.** (A) Quantitative real-time PCR of RNF146 in Cal-62 cells transfected with either scrambled or RNF146 siRNA for 48 h. (B) Cal-62 cells were transfected with either scrambled or RNF146 siRNAs (48 h). Protein levels were detected by western blot with indicated antibodies. (C) Quantification of p65 protein levels from Fig (B). Relative amounts normalized to the p65 protein level of the control group. (D) Cal-62 cells were transfected with either scrambled or RNF146 siRNAs for 48 h, followed by incubation with 10 ug/ml cycloheximide (CHX) for the indicated periods of time. Lysates were harvested and analyzed by western blot. (E) Cal-62 cells transfected with either RNF146 or control siRNA for 24 h, MG132 (10 uM) was added for 4 h and lysed with RIPA, followed by anti-p65 IP and analyzed by western blot with the indicated antibodies. (F) Cal-62 cells were lysed with RIPA buffer, and lysates were subjected to immunoprecipitation using either anti-IgG, or p65 antibodies, and analyzed by western blot with indicated antibodies. (G) Cal-62 cells expressing RNF146-flag were lysed with RIPA buffer, and lysates were subjected to immunoprecipitation using flag antibody, and analyzed by western blot with indicated antibodies. (H) Cal-62 cells treated with niraparib or DMSO and lysates were subjected to immunoprecipitation using anti-p65 and analyzed by western blot with indicated antibodies. (I) Cal-62 cells were transfected with either scrambled or PARP1 siRNA for 48 h, and lysates were subjected to immunoprecipitation using anti-p65 and analyzed by western blot with indicated antibodies. The data are presented as the mean ± SD. All *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 7:**
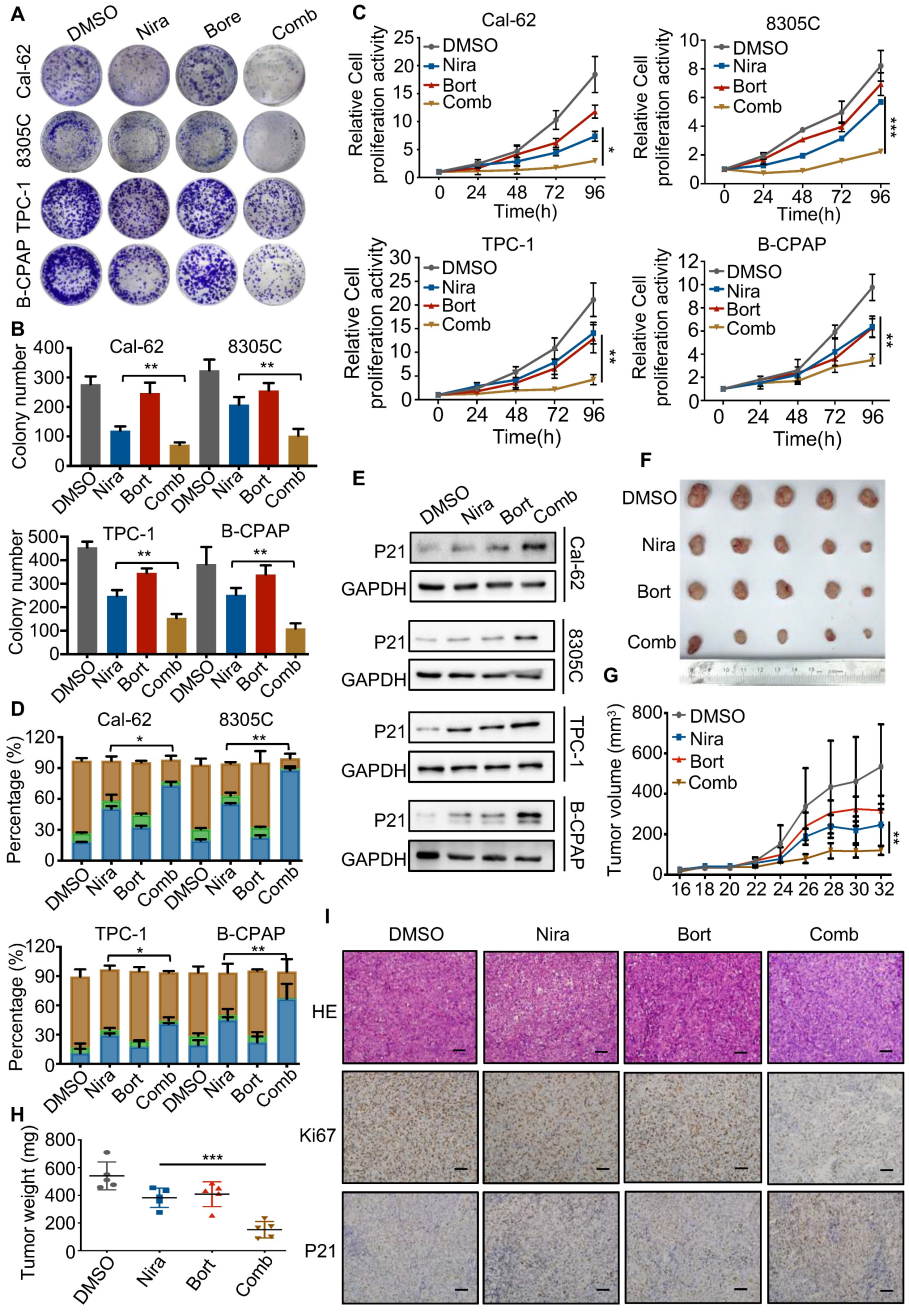
** Bortezomib enhances the antitumor effect of niraparib* in vitro* and *in vivo*.** (A) Representative images of colony formation of thyroid cancer cells treated with niraparib and bortezomib. (B) Quantification of colony numbers of thyroid cancer cells treated with niraparib and bortezomib. (C) CCK-8 assays determined the proliferation of thyroid cancer cells treated with niraparib and bortezomib. (D) Analysis of cell cycle distribution of thyroid cancer cell lines treated with niraparib and bortezomib. (E) Western blot was used to determine the p21 level of thyroid cancer cell lines treated with niraparib and bortezomib. (F) Representative tumors from mice injected with Cal-62 cells and treated with niraparib and bortezomib. Each group included five mice. Tumor growth curves (G) and tumor weights (H) of niraparib and bortezomib treatment. (I) Representative images of HE staining and IHC of Ki67 and p21 of tumors treated with niraparib and bortezomib. The data are presented as the mean ± SD. All *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 8:**
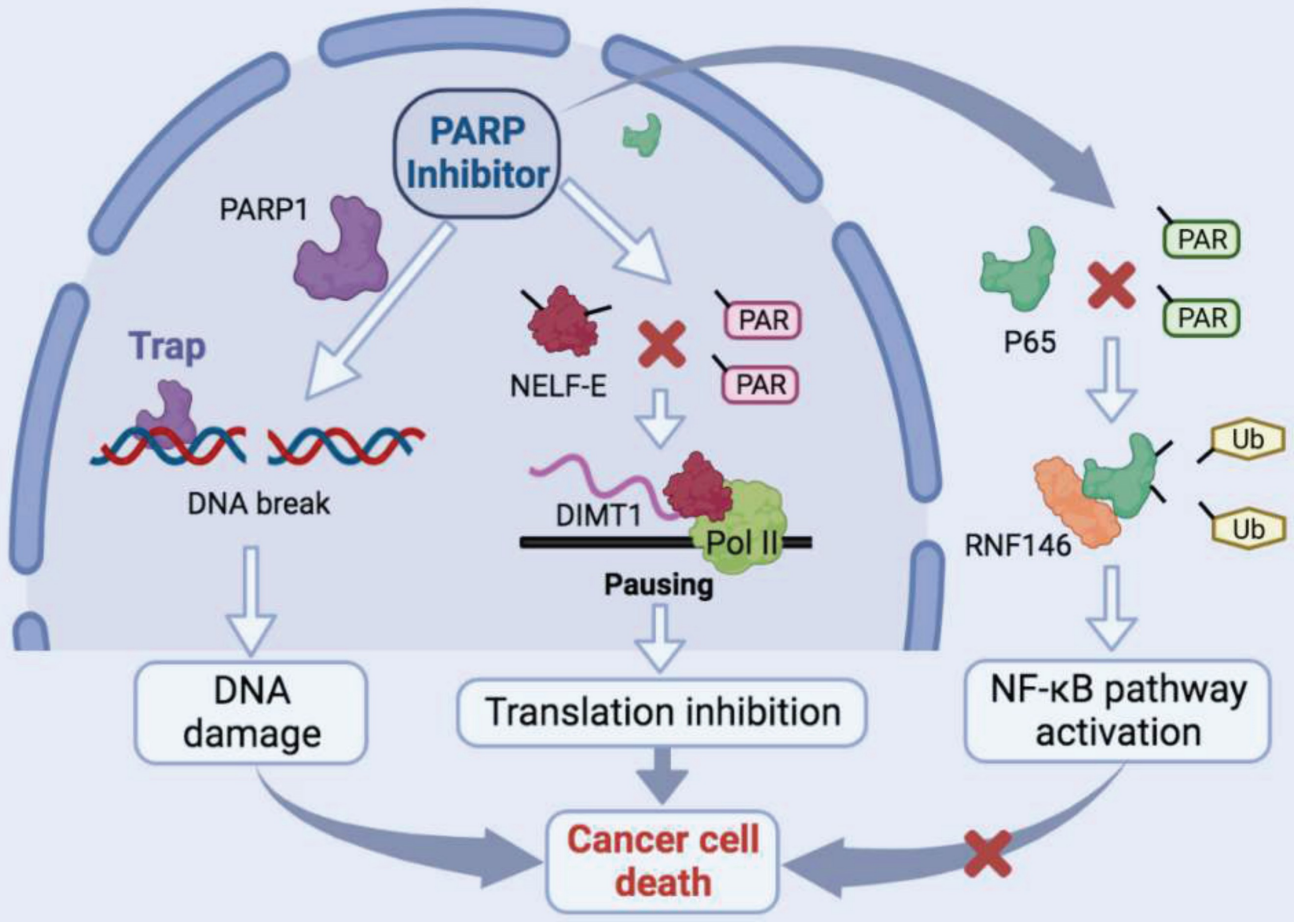
** Schematic model of the function and mechanism of PARP inhibitor in thyroid cancers.** Niraparib not only promotes the DNA damage accumulation in TCs but also inhibits the transcription of DIMT1 through promoting Pol II pausing in a PAR-dependent manner, which leads to a global translation shut-down in TCs. Meanwhile, niraparib activates the NF-κB signaling pathway by inhibiting the PARylation of p65, which decreases its ubiquitination and degradation level through E3 ubiquitin ligase RNF146. Moreover, inhibition of the NF-κB pathway augmented the antitumor effect of niraparib in TCs.

## Abbreviations

TCs: Thyroid cancers
PARylation: Poly-ADP-ribosylation
PTC: Papillary thyroid cancer
ATC: Anaplastic thyroid cancer
PAR: poly (ADP-ribose)
HRD: Homologous recombination repair deficiency
Pol II: RNA polymerase II
IHC: Immunohistochemistry
CCK-8: Cell Counting Kit-8
DAVID: Database for annotation, visualization, and integrated discovery
LC/MS: Liquid chromatography-tandem mass spectrometry
PBS: Phosphate-buffered saline
SUnSET: SUrface SEnsing of Translation
DRB: Dichlorobenzimidazole 1-β-D-ribofuranosylbenzimidazole

How the deposited data were processed for this re-analysis (not part of the article)

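RNA-Seq of Cal-62 cells was taken from 4 libraries, 2 of cells treated with DMSO and 2 of cells treated with niraparib. The paper gives 5 uM as the effective concentration of niraparib, and its text does not state the concentration or the time used for the RNA-Seq. The libraries were grouped by treatment as their labels give it, and all of them entered the comparison.

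According to the methods, the authors trimmed the reads with Trim Galore and aligned them to hg19 with STAR. The submitters' processing notes name Trim Galore, HISAT2, hg38 and mm10 instead. The deposited values are TPM as the authors computed them within each library before deposition, rounded to 2 decimals, although the name of the deposited table says counts. The paper's text does not name the tool or annotation behind the TPM values, a filter on genes, the test for differential expression or its thresholds. TPM keeps no read counts, so the depth per library is unknown, and neither counting intervals nor tests on counts could be used. The spread between libraries is the measure of precision.

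The table holds 16717 genes, of which 12 entries repeat a symbol and 3 entries of 5.8S ribosomal RNA are identical. Gene symbols were matched to GENCODE release 44 lifted to GRCh37, the build of the paper's methods, for coordinates and GC content, 14652 directly and 190 through synonyms (88.8%). The GC content is that of the longest annotated transcript.

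The 13377 genes with a TPM of at least 1 in at least 2 libraries were compared as log2(TPM + 1) between niraparib and DMSO with limma 3.58.1 in R 4.3.3, with a trend and robust priors and with no scaling beyond TPM. P was adjusted by Benjamini-Hochberg over these genes, with a threshold of 0.05 and 95% intervals. A filter and tests on counts had been planned for genes and lists, and were replaced once the table was seen to hold TPM. Gene lists were tested with camera from limma, two-sided, with a preset correlation of 0.01, and in alternatives with an estimated correlation and with fry. With an estimated correlation camera has only the 2 residual degrees of freedom of the fit, so lists can hardly pass. Over-representation among lower genes was tested with Fisher's exact test, one-sided, against all genes tested. In this test, and nearly so in camera with the preset correlation, genes count as independent. Their p-values therefore do not measure the spread between libraries. The p-values of the 41 lists were adjusted together for each test.

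The genes named are those of Fig. 2D, 3D and 5E and of proteins that the paper measures or discusses, the 6 with the highest and the 6 with the lowest log2 fold change past the threshold with an average log2(TPM + 1) of at least 3 and with no overlap between the groups, and up to 4 members of each list with the smallest p. The minimum average had been set for CPM and was applied to TPM. Fig. 2D and 3D had been seen when this rule was written. CDKN2A is in no entry of the table and was not analysed here.

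The alternatives were scaling by the median of ratios or the upper quartile, no filter or a TPM of at least 1 in every library, pseudocounts of 0.1 and 0.5, limma without the trend and robust priors, the replicate number as a block, the removal of each library in turn, and an additional minimum of 1.5-fold with adjusted or unadjusted p. With 1 library of a group left, its spread is taken to be that of the other group. In a GC adjustment, the deviation of each library from the gene's mean was smoothed against GC content by loess with a span of 0.5, and the fitted trend was subtracted. It was also run with each library's median deviation removed. The pseudocounts, the filter on every library, the simpler priors, both GC adjustments and the lists without genes of Fig. 2D or 3D were added after the data were seen.

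The procedure was tested on simulated data with 13377 genes. Of 100 genes changed by 1.5-fold 6 were called, of 100 genes changed by 2-fold 44 were called, and 0 unchanged genes and 0 of 40 random lists were called. In these tests each gene varied independently, few genes were changed and there was no GC trend, unlike in the deposited values. The simulation therefore cannot show how often tests of lists of co-regulated genes err. Its share of recovered genes may not hold for the deposited values.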

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

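The tests of explanations in this part were chosen after the results were seen, except the test on genes of middle GC content, and the lists and their camera tests were set beforehand. Each gene list below differed between niraparib and DMSO and is a list that the paper does not discuss, although it measures p21, the protein of the p53 target gene CDKN1A.

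Log2 fold changes went up with the GC content of the transcript, from a median of -0.27 to 0.36 between the groups of genes with the lowest and the highest GC content, of 10 groups of equal size. Transcript length and expression level are argued against, since the partial rho with GC content was 0.53 when both were held. A GC bias of single libraries stays open, because libraries of the same treatment also differed along GC content, with a slope of up to 0.269 of that between treatments. Among 2504 genes of middle GC content, niraparib replicate 1 minus 2 had a slope of 0.0364 on the fold change (95% interval from 0.0103 to 0.0625). The interval lies wholly under the slope set beforehand as the mark of a stronger response of niraparib replicate 1. For these genes this argues against a response as strong as that. A smaller one cannot be told apart from a bias of that library, as the interval spans the bound set for excluding it. In every group of GC content the median deviations of both niraparib libraries had the opposite sign from those of both DMSO libraries. An effect of niraparib on genes rich in GC was not tested apart from a bias shared by the libraries of a treatment.

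Replication-dependent histone mRNAs rose, with 9 of 15 higher and none lower in limma (10 higher and 0 lower when adjusted over the list alone) and a median of 0.80 (camera adjusted p = 1.87e-04, and adjusted p = 0.202 with an estimated correlation), among them H2AC6 (1.48) and H1-2 (0.80), whose near-identical copies can share reads. The S phase genes did not rise with them (median of -0.30), which is against what more cells in S phase would predict. Their mRNA does not count cells, so the share of cells in S phase stays open. By flow cytometry the paper reports an arrest in G2/M. GC content is argued against as the whole source, since the GC-adjusted median of the histone mRNAs was 0.80. Carry-over of RNA without a poly(A) tail stays open, since 8 families of such RNA had a median of 0.99, with only RPPH1 (1.44, limma adjusted p = 0.0329) and RN7SK (0.82, adjusted p = 0.0113) past the threshold, while RNU1-2 (1.80, adjusted p = 0.153), RMRP (1.33, adjusted p = 0.171), a ribosomal RNA (1.16, adjusted p = 0.123), RN7SL1 (-0.034, 311 TPM with DMSO and 304 TPM with niraparib), the most abundant of them, SNORD3A (0.045) and SCARNA12 (0.22) were not. A change in histone mRNA processing under niraparib also stays open and was not tested.

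Interferon-stimulated genes rose, with 30 of 54 higher and none lower in limma (36 higher and 1 lower when adjusted over the list alone) and a median of 0.51 (camera adjusted p = 4.69e-08, and adjusted p = 0.202 with an estimated correlation). IFITM1 rose by 0.85 and UBE2L6 by 1.02 on the log2 scale, and HLA-C (0.79) can share reads with related genes. GC content is argued against as the whole source, since the GC-adjusted median was 0.52. Myeloid blood cells in the niraparib cultures are argued against, since the gain in LYZ was -1.34e-05 of the summed gain of 1862 TPM, with LYZ at 0.19 and 0.04 TPM with DMSO and 0.11 and 0.07 TPM with niraparib, although CD68 rose by 0.74 on the log2 scale from 20.1 and 19.6 to 31.3 and 36.3 TPM and CD14 by 0.52, a limma call lost without each of the 4 libraries in turn (adjusted p of 0.183 and 0.121 without DMSO replicates 1 and 2, and 0.162 and 0.102 without niraparib replicates 1 and 2). An interferon response of the cells to niraparib stays open as a hypothesis, found and tested on the same data.

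Of 41 p53 target genes, 16 rose and 3 fell (18 higher and 4 lower when adjusted over the list alone), with a median of 0.25 (camera adjusted p = 0.0216, and adjusted p = 0.321 with an estimated correlation), a camera call lost without niraparib replicate 2 (0.24, adjusted p = 0.0625), and SESN2 rose by 1.98 while PLK2 (-0.74) fell. Of 52 lysosome genes, 26 rose and 2 fell (29 higher and 2 lower when adjusted over the list alone), with a median of 0.36 (camera adjusted p = 1.76e-05, and adjusted p = 0.202 with an estimated correlation), among them GRN (0.72) and PSAP (0.67). Of 39 genes of the epithelial-mesenchymal transition and extracellular matrix, 22 rose and 4 fell (25 higher and 5 lower when adjusted over the list alone), with a median of 0.39 (camera adjusted p = 4.51e-04, and adjusted p = 0.305 with an estimated correlation), among them FN1 (0.66) and MMP14 (0.76). Of 13 mitochondrially encoded mRNAs, 11 rose and none fell (11 higher and 0 lower when adjusted over the list alone), with a median of 0.28 (camera adjusted p = 1.15e-06, and adjusted p = 0.321 with an estimated correlation) and a share of the TPM of 7.73% and 7.68% with DMSO and 9.21% and 8.96% with niraparib. Of 23 immediate early and dissociation stress genes, 13 rose, among them JUNB (0.75), and 3 fell, among them HSPA8 (-0.79) (13 higher and 4 lower when adjusted over the list alone), with a median of 0.40 (camera adjusted p = 0.0332, and adjusted p = 0.321 with an estimated correlation), a camera call lost without niraparib replicate 1 (0.40, adjusted p = 0.0995) and from GC-adjusted values (0.19, adjusted p = 0.474, and 0.091, adjusted p = 0.367, when also centred). Both of the 2 fibroblast markers tested rose (2 higher and 0 lower when adjusted over the list alone), COL1A1 from 63.1 and 64.1 TPM to 143 and 137 TPM and COL1A2 by 0.86 on the log2 scale (lost without niraparib replicate 1 in limma, adjusted p = 0.0587), with a median of 0.99 (camera adjusted p = 0.0251, and adjusted p = 0.332 with an estimated correlation) that was 0.42 with no filter (camera adjusted p = 0.259). The fibroblast markers PDGFRB and COL14A1 stayed under the filter. With median-of-ratios scaling the medians of the p53 target genes and the mitochondrially encoded mRNAs were 0.14 and 0.17. GC-adjusted and centred those of the p53 target genes, the lysosome and the extracellular matrix list were 0.14, 0.19 and 0.23.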

How the results depend on the processing

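The replicate block, the scalings, the filter removal, the left-out libraries, the 1.5-fold minimum and the list tests were set beforehand, and the other tests were chosen after the data were seen. Each was run on log2(TPM + 1), which replaced the planned fit to counts. Tests on counts (TMM, DESeq2, voom, the legacy quasi-likelihood test and a minimum of 10 counts) were not run, since TPM cannot give counts, and the unknown depth leaves the precision of low values open. Of 186 named genes other than DIMT1 and RELA, 173 had the same direction and side of the threshold with median-of-ratios scaling, 178 with upper-quartile scaling, 181 with no filter, 181 with the replicate block, 170 without the trend and robust priors, 149 GC-adjusted and 153 GC-adjusted and centred, and 152 to 166 with 1 library left out. The replicate block gave 2400 higher and 1339 lower genes. The deviations of libraries of the same number had a correlation of -0.0148 across genes, so no effect shared by number was seen. This cannot tell whether libraries of the same number were handled together. Of 36 lists other than ribosome biogenesis, mitochondrial translation, cell cycle, double-strand break repair and DNA damage response, 34 were the same with median-of-ratios scaling. The number was 27 GC-adjusted, 30 GC-adjusted and centred, 28 with fry and 15 with an estimated correlation, under which 0 of 41 lists passed. That last test has 2 residual degrees of freedom, so its result does not argue against a change of these lists. With fry, 6 of the 36 lists passed that had not passed camera. Another 2 lost their call, homologous recombination (fry adjusted p = 0.0715) and the G2 and M phase genes (0.0765).

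With 1.5-fold as an additional minimum there were 1402 higher and 480 lower genes by adjusted p, as fewer genes can pass, and 1585 and 549 by unadjusted p, which changes the fold minimum and the p together. Without the trend and robust priors 1017 genes were lower and DIMT1 had -0.54 (adjusted p = 0.0618). With 1 library left out, fewer samples gave 1197 to 1616 for genes higher after niraparib and 627 to 1159 for genes lower after niraparib, odds ratios of 1.34 to 2.76 for double-strand break repair and 1.6 to 2.34 for DNA damage response and repair, list medians of -0.14 to 0.0084 for Fanconi anaemia pathway, -0.071 to 0.040 for nucleotide excision repair and -0.079 to 0.023 for DNA damage checkpoint, and log2 fold changes of -0.67 to -0.40 for DIMT1, -0.17 to 0.28 for ATP23, -0.15 to 0.036 for FADD, -0.17 to 0.71 for NOD1, -0.14 to 0.066 for TMEM9B, -0.20 to 0.21 for RNF146 and -0.16 to 0.21 for BRCA2. Camera with an estimated correlation did not pass for medians of -0.31 (ribosome biogenesis), -0.22 (mitochondrial translation), -0.14 (cell cycle), -0.098 (double-strand break repair) and -0.096 (DNA damage response), nor did fry for the last 3. Without the genes of Fig. 2D the double-strand break median was -0.035 and the odds ratios were 1.31 and 1.55. This removal takes out genes drawn as lower in these samples, which pulls these values towards no change. Among these named genes, calls lost in the same direction numbered 7 with median-of-ratios scaling, 4 with upper-quartile scaling, 5 with no filter, 16 without the trend and robust priors, 27 GC-adjusted and 21 GC-adjusted and centred (the last 2 also gained 2 each), and among these lists 1 with no filter, 2 GC-adjusted and 3 GC-adjusted and centred. Log2 fold changes and list medians whose sign turned, with the changed values of the counts, DIMT1, RELA and the damage response and double-strand break lists, were, with median-of-ratios scaling, -0.031 for ATP23, -0.087 for RNF146, -0.059 for H2AX, -0.071 for GAPDH, -0.046 for BRCA2, -0.022 for PAX8, -0.0015 for PARP family and ADP-ribose turnover and an odds ratio of 1.78 for double-strand break repair. Those with upper-quartile scaling were -0.045 for RNF146, -0.011 for H2AX, -0.024 for GAPDH and -0.013 for BRCA2, and with no filter 0.011 for glycolysis. GC-adjusted, they were -0.32 for DIMT1, 0.095 for TMEM9B, 0.32 for NDFIP2, -0.088 for SLC35B2, -0.030 for NELFE, -0.29 for H2AX, -0.17 for GAPDH, 0.065 for PIK3CA, -0.11 for PAX8, 0.015 for homologous recombination, 0.0047 for Fanconi anaemia pathway, 0.078 for nucleotide excision repair, 0.0013 for mismatch repair, 0.098 for DNA damage checkpoint, 0.0099 for double-strand break repair and 0.011 for DNA damage response and repair. GC-adjusted and centred, they were 1307 for genes higher after niraparib, 0.12 for RELA, -0.022 for ATP23, 0.21 for NDFIP2, -0.19 for SLC35B2, -0.13 for NELFE, -0.39 for H2AX, -0.27 for GAPDH, -0.050 for FANCA, -0.068 for GTF2F1, -0.021 for NELFA, -0.22 for PAX8, -0.050 for RNA polymerase II pausing and elongation and -0.093 for double-strand break repair. The median of all genes tested was 0.072 in the main fit and 0.082 GC-adjusted. Of the GC-adjusted list medians given here, only that of the DNA damage checkpoint lay above 0.082. The cause of the changes between settings was not tested.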

Differences from the paper's values

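The tests on GC-adjusted values were chosen after the data were seen. The paper's value for genes upregulated by niraparib is 1446, and 2780 genes rose here at a limma adjusted p under 0.05, where the paper's text states no threshold. Of the alternatives set before the data were examined, median-of-ratios scaling (1994), the removal of DMSO replicate 1 (1397), DMSO replicate 2 (1521), niraparib replicate 1 (1197) or niraparib replicate 2 (1616), and a minimum of 1.5-fold with adjusted p (1402) or unadjusted p (1585) come within 1.5 times of the paper's value. Upper-quartile scaling (2309), no filter (2480) and the replicate block (2400) do not. The paper's value for genes downregulated is 1056, and 1559 genes fell here, which is within 1.5 times of it. The numbers of lower genes without DMSO replicate 2 (722), without niraparib replicate 2 (1159), with no filter (1310) and with the replicate block (1339) also come within 1.5 times. Those with median-of-ratios scaling (2237), upper-quartile scaling (1918), without DMSO replicate 1 (627), without niraparib replicate 1 (671) and with the 1.5-fold minimum (480 with adjusted and 549 with unadjusted p) do not. GC-adjusted values, chosen after seeing the values, gave 1927 higher and 1201 lower genes, and 1307 and 2021 when also centred. Of the 11 genes of Fig. 2D and the 7 genes of Fig. 3D, 6 and 4 fell GC-adjusted, and 7 and 6 when also centred. In the values as deposited 9 and 7 fell.

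The paper states that the mRNA of RELA was not altered by niraparib, whereas its log2 fold change here was 0.42 (limma adjusted p = 0.00579). With a minimum of 1.5-fold RELA would not be called, since its ratio of mean TPM was 1.34. The scalings, no filter, the replicate block and the removal of each library in turn, all set before the data were examined, kept the call. The GC-adjusted and centred value, chosen after seeing the values, was 0.12 (limma adjusted p = 0.153) and did not pass, in the setting that loses 2 calls of Fig. 2D and 1 of Fig. 3D.

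Fig. 2D draws 11 genes as lower after niraparib, of which 9 fell here. ATP23 had a log2 fold change of 0.055 (limma adjusted p = 0.869) and DCLRE1A of -0.40 (limma adjusted p = 0.084). Neither was called at an adjusted p under 0.05 in any alternative. The 7 genes of Fig. 3D all fell, as the paper states.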

Other observations

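The tests on GC-adjusted values were chosen after the data were seen. Proteasome subunits and genes of splicing, oxidative phosphorylation and cholesterol biosynthesis fell as lists with niraparib in camera, and none of these lists passed with an estimated correlation (adjusted p = 0.321, 0.202, 0.202 and 0.321). Of 41 proteasome subunits, 25 fell and 4 rose (25 lower and 5 higher when adjusted over the list alone), with a median of -0.23 (camera adjusted p = 1.97e-07, and adjusted p = 0.321 with an estimated correlation). PSMC6 had a log2 fold change of -0.86 and fell, while PSMB8 (0.58) and PSMB9 (0.97), subunits induced by interferon, rose. Of 102 spliceosome genes, 42 fell and 6 rose (46 lower and 8 higher when adjusted over the list alone), with a median of -0.18 (camera adjusted p = 3.16e-08, and adjusted p = 0.202 with an estimated correlation). SRSF1 had a log2 fold change of -0.77 and DHX15 of -0.66, and both fell. Of 73 nuclear-encoded genes of oxidative phosphorylation, 26 fell and 7 rose (29 lower and 8 higher when adjusted over the list alone), with a median of -0.15 (camera adjusted p = 1.76e-05, and adjusted p = 0.202 with an estimated correlation). COX7B had a log2 fold change of -0.68 and ATP5PB of -0.48, and both fell. Of 25 genes of cholesterol biosynthesis, 10 fell and 2 rose (11 lower and 2 higher when adjusted over the list alone), with a median of -0.17 (camera adjusted p = 0.00163, and adjusted p = 0.321 with an estimated correlation). HMGCS1 had a log2 fold change of -0.74 and INSIG1 of -0.76, and both fell. With median-of-ratios scaling the medians of splicing, oxidative phosphorylation and cholesterol biosynthesis were -0.28, -0.25 and -0.27, the GC-adjusted median of splicing was -0.087, and the GC-adjusted and centred median of cholesterol biosynthesis was -0.28. Of 22 glycolysis genes, 5 fell and 5 rose (6 lower and 7 higher when adjusted over the list alone), with a median of -0.018 that did not pass limma's camera (adjusted p = 0.361), with a mean of 0.063. LDHA had a log2 fold change of -0.51 and fell, while ENO2 rose by 0.76. The GC-adjusted median of glycolysis was -0.12 and passed limma's camera (adjusted p = 0.00178), as did the centred one (-0.22, adjusted p = 0.00105), while the median was -0.035 to -0.0088 with 1 library left out, -0.12 with median-of-ratios scaling and 0.011 with no filter. Of 23 cytosolic tRNA synthetases, 9 fell and 7 rose (10 lower and 8 higher when adjusted over the list alone), with a median of -0.15 that did not pass limma's camera (adjusted p = 0.203). AARS1 rose by 0.79, WARS1 by 0.85 and SARS1 by 0.50. EEF1E1, a member of the list that is not itself a synthetase, had a log2 fold change of -0.79 and fell. The median of the list was -0.25 with median-of-ratios scaling and -0.069 GC-adjusted.

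NF-kB target genes rose as a list. Of 60 NF-kB target genes, 36 rose and 2 fell (41 higher and 4 lower when adjusted over the list alone), with a median of 0.52 (camera adjusted p = 5.96e-08, and adjusted p = 0.202 with an estimated correlation). LCN2, an iron carrier, rose from 17.8 ± 0.891 to 75.5 ± 1.82 TPM (SD, n = 2 each), a log2 fold change of 2.02. CSF1 rose by 1.30, and SAA1 (1.80) can share reads with SAA2. The GC-adjusted and centred median of the target genes was 0.29. Of 44 NF-kB pathway genes, 8 of them also among the written targets, 13 rose and 5 fell (14 higher and 5 lower when adjusted over the list alone), with a median of 0.12 that did not pass limma's camera (adjusted p = 0.236). The pathway list did pass fry, which does not compare a list with other genes (adjusted p = 8.1e-04). NFKB2 rose by 0.67 and TNIP1 by 0.57 on the log2 scale, and the median of the pathway was 0.031 with median-of-ratios scaling and 0.011 when GC-adjusted and centred. Of 40 genes of the integrated stress response and unfolded protein response, 16 rose and 5 fell (17 higher and 7 lower when adjusted over the list alone), with a median of 0.14 that did not pass limma's camera (adjusted p = 0.137) but passed fry (adjusted p = 0.0108). TRIB3 rose from 23.5 ± 0.693 to 100.0 ± 0.0636 TPM (SD, n = 2 each), a log2 fold change of 2.04, and PPP1R15A by 1.36. The stress response list passed limma's camera without DMSO replicate 2 (0.18, adjusted p = 0.0351) and when GC-adjusted and centred (0.15, adjusted p = 0.0494), but not without niraparib replicate 1 (0.24, adjusted p = 0.124) or 2 (0.086, adjusted p = 0.236), with median-of-ratios scaling (0.057, adjusted p = 0.132) or from GC-adjusted values (0.25, adjusted p = 0.0751). Of 37 apoptosis regulators, 8 rose and none fell (8 higher and 0 lower when adjusted over the list alone), with a median of 0.12 that did not pass limma's camera (adjusted p = 0.203) but passed fry (adjusted p = 0.0112). BBC3 rose by 1.17 and PMAIP1 by 0.77 on the log2 scale, and the median of the regulators was 0.079 without niraparib replicate 1, 0.024 with median-of-ratios scaling and 0.014 when GC-adjusted and centred. Of 23 genes of the PARP family and ADP-ribose turnover, 5 rose and 4 fell (5 higher and 4 lower when adjusted over the list alone), with a median of 0.090 that did not pass limma's camera (adjusted p = 0.709). PARP3 rose by 1.06 and PARP6 by 0.81 on the log2 scale, and the median of the list was 0.016 to 0.17 with 1 library left out, -0.0015 with median-of-ratios scaling and 0.22 GC-adjusted. Of 30 genes of RNA polymerase II pausing and elongation, 6 rose and 2 fell (5 higher and 1 lower when adjusted over the list alone), with a median of 0.13 that did not pass limma's camera (adjusted p = 0.548). SUPT6H rose by 0.52 on the log2 scale, and the median of these genes was 0.043 without niraparib replicate 1, 0.033 with median-of-ratios scaling, 0.052 GC-adjusted and -0.050 when also centred. Of 6 thyroid differentiation genes, 2 rose and none fell (2 higher and 0 lower when adjusted over the list alone), with a median of 0.44 that did not pass limma's camera (adjusted p = 0.137). PAX8 had a log2 fold change of 0.079 (limma adjusted p = 0.244) and a lower value when GC-adjusted and centred (-0.22, adjusted p = 0.0165), and the call of THRA (0.91) was lost without niraparib replicate 1 (adjusted p = 0.0612). The limma call of FOXE1 (0.73) was lost without DMSO replicate 1 (adjusted p = 0.119), DMSO replicate 2 (0.0816), niraparib replicate 1 (0.126) and niraparib replicate 2 (0.0539), each left out alone. The median of the thyroid genes was 0.18 to 0.72 with 1 library left out, 0.097 with no filter and 0.21 when GC-adjusted and centred. From GC-adjusted values FOXE1 did not pass limma's test either (adjusted p = 0.0872, and 0.152 when also centred). Of 3 blood cell markers that were tested, 3 rose and none fell (3 higher and 0 lower when adjusted over the list alone), with a median of 0.74 that did not pass limma's camera (adjusted p = 0.0682). The limma call of CD8A (0.78) was lost without DMSO replicate 1 (adjusted p = 0.134), DMSO replicate 2 (0.104), niraparib replicate 1 (0.0722) and niraparib replicate 2 (0.133), each left out alone. The limma call of CD14 (0.52) was lost without DMSO replicate 1 (adjusted p = 0.183), DMSO replicate 2 (0.121), niraparib replicate 1 (0.162) and niraparib replicate 2 (0.102), each left out alone. Neither CD8A nor CD14 passed limma's test from GC-adjusted values (adjusted p = 0.0899 and 0.163, and 0.13 and 0.325 when also centred), nor CD14 with median-of-ratios scaling (0.074). CD68 rose by 0.74 on the log2 scale, and limma's camera passed for this list with median-of-ratios scaling (adjusted p = 0.0418), while its median was 0.47 when GC-adjusted and centred (adjusted p = 0.091). The 1 endothelial marker tested, ESAM, rose by 1.35 (1 higher when adjusted over the list alone, median 1.35, limma's camera, adjusted p = 0.183, and median 0.16 with no filter), and CDH5 and KDR stayed under the filter.

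Fig. 5E shows genes of the proteome, and of its 10 genes 4 rose as mRNA in limma and the other 6 did not pass the test. ECM1 rose from 5.01 ± 0.156 to 13.7 ± 0.849 TPM (SD, n = 2 each), a log2 fold change of 1.29. LITAF (0.25), TMEM101 (0.29) and TMED4 (0.31) also rose. Their limma calls were lost without DMSO replicate 2 (adjusted p = 0.142, 0.119 and 0.14), without niraparib replicate 1 (adjusted p = 0.114, 0.058 and 0.107) and without niraparib replicate 2 (adjusted p = 0.116, 0.0895 and 0.0991), and those of TMEM101 (0.111) and TMED4 (0.0508) without DMSO replicate 1. They were also lost with median-of-ratios scaling (adjusted p = 0.134, 0.0899 and 0.0888) and when GC-adjusted and centred (adjusted p = 0.0909, 0.972 and 0.0793), and that of TMEM101 from GC-adjusted values (0.337). FADD (-0.056), NDFIP1 (0.16), NOD1 (0.27), TMEM9B (-0.035), NDFIP2 (-0.084) and SLC35B2 (0.11) did not pass the test. NDFIP1 was higher in limma from GC-adjusted values (0.54, adjusted p = 0.00916, and 0.44, adjusted p = 0.0134, when also centred), and FADD (-0.36, adjusted p = 0.0368) and SLC35B2 (-0.19, adjusted p = 0.0324) were lower when GC-adjusted and centred. POLR2A rose by 0.39 on the log2 scale (limma adjusted p = 0.00752), but not from GC-adjusted values (0.21, adjusted p = 0.0737, and 0.11, adjusted p = 0.243, when also centred). NELFE (0.15), RNF146 (0.0021) and PIK3CA (-0.31) did not pass the test. GAPDH had a log2 fold change of 0.030 (limma adjusted p = 0.326) and fell from GC-adjusted values (-0.17, adjusted p = 0.00836) and with median-of-ratios scaling (-0.071, adjusted p = 0.0469).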
